# FTO modifies the m6A level of MALAT and promotes bladder cancer progression

**DOI:** 10.1002/ctm2.310

**Published:** 2021-02-01

**Authors:** Le Tao, Xingyu Mu, Haige Chen, Di Jin, Ruiyun Zhang, Yuyang Zhao, Jie Fan, Ming Cao, Zhihua Zhou

**Keywords:** bladder cancer, cell viability, FTO, MAL2, MALAT1, miR‐384, N^6^‐methyladenosine mRNA modification, tumor growth

## Abstract

**Background:**

Nearly a half million people around the world are diagnosed with bladder cancer each year, and an incomplete understanding of its pathogenicity and lack of efficient biomarkers having been discovered lead to poor clinical management of bladder cancer. Fat mass and obesity‐associated protein (FTO) is a critical player in carcinogenesis. We, here, explored the role of FTO and unraveled the mechanism of its function in bladder cancer.

**Methods:**

Identification of the correlation of FTO with bladder cancer was based on both bioinformatics and clinical analysis of tissue samples collected from a cohort of patients at a hospital and microarray data. Gain‐of‐function and loss‐of‐function assays were conducted in vivo and in vitro to assess the effect of FTO on bladder carcinoma tumor growth and its impact on the bladder carcinoma cell viability. Moreover, the interactions of intermediate products were also investigated to elucidate the mechanisms of FTO function.

**Results:**

Bladder tumor tissues had increased FTO expression which correlated with clinical bladder cancer prognosis and outcomes. Both in vivo and in vitro, it played the function of an oncogene in stimulating the cell viability and tumorigenicity of bladder cancer. Furthermore, FTO catalyzed metastasis‐associated lung adenocarcinoma transcript 1 (MALAT1) demethylation, regulated microRNA miR‐384 and mal T cell differentiation protein 2 (MAL2) expression, and modulated the interactions among these processes.

**Conclusions:**

The interplay of these four clinically relevant factors contributes to the oncogenesis of bladder cancer. FTO facilitates the tumorigenesis of bladder cancer through regulating the MALAT/miR‐384/MAL2 axis in m6A RNA modification manner, which ensures the potential of FTO for serving as a diagnostic or prognostic biomarker in bladder cancer.

## 1 INTRODUCTION

As one of the most prevalent heterogeneous and malignant cancers in the world, bladder cancer adds approximately 400,000 new diagnoses each year.^1^ Elderly people older than 65 years are typically more vulnerable to developing bladder cancer than individuals younger than 65 years, and males have an approximately four‐fold higher incidence rate of bladder carcinogenesis than do females.^2^ Bladder transitional cell carcinoma is identified in the majority of the patients with bladder cancer (>90%), followed by bladder squamous cell carcinoma (∼5%) and bladder adenocarcinoma (<2%).^3^ In fact, both intrinsic factors (i.e., genetic conditions) and extrinsic factors (i.e., environmental conditions) are involved in the pathogenesis of this multifactorial human cancer type.^4^ Specifically, occupational and environmental exposures to carcinogens like smoking are the most common causative agent of bladder cancer, contributing to 30–50% of the cases.^5^ However, a poor understanding of the pathogenicity of bladder cancer at the molecular level has restricted advances in its clinical management.^6^

Highly accurate and sensitive molecular detection of the onset of bladder cancer is critical for establishing an early diagnosis, estimating a prognosis and predicting recurrence.^7^ Recently, several molecular markers, such as long noncoding RNA (lncRNA), small noncoding RNA (miRNA), and transmembrane proteins, have been reported to participate in pathological alterations and oncogenesis in various human organs.^7^ Metastasis‐associated lung adenocarcinoma transcript 1 (MALAT1), for instance, is linked with a limited prognosis of bladder cancer, facilitating the clinical metastasis and progression of the cancer^8^; miR‐384 is a potential therapeutic target for renal carcinoma due to its function of suppressing cell growth and transformation^9^; mal T cell differentiation protein 2 (MAL2) is recognized as a tumor progression factor in multiple types of human cancers.^10^ Although a large number of these novel biomarkers are promising in their ability to predict the outcomes in cancer, their detailed mechanisms of action and mutual interplay remain not fully understood, and only few of them have been implemented into clinical practice.^11^

Fat mass and obesity‐associated protein (FTO) controls food conversion and energy expenditure, and it is highly connected with body mass index and obesity in humans. Furthermore, it influences adipogenesis.^12^, ^13^ At the same time, FTO regulates mitochondrial biogenesis and oxidative stress through the post‐transcriptional modification of relevant genes.^14^ On one hand, multiple single‐nucleotide polymorphisms in the FTO gene have strong connection with human body weight, and their aberrant regulation can indirectly raise the risk of carcinogenesis.^15^ On the other hand, the substantial role of FTO in cellular metabolism is also considered as an influential factor directly associated with the pathogenesis of cancer.^15^ Several scientists have reported that FTO is overexpressed in various human cancers and that it stimulates cancer cell metabolism, thus inducing tumorigenesis and chemoresistance.^15^ Although it has been demonstrated to play critical roles in various cancers, there is limited knowledge about the specific mechanism of FTO in the tumor initiation of bladder cancer.

Based on the abovementioned previous findings, we designed the present study to analyze the functional roles and molecular mechanism of FTO in the tumorigenesis of bladder cancer. Through successfully establishing FTO‐knockdown and FTO‐overexpressed human bladder cancer cells, we revealed that FTO is oncogenic, as demonstrated by its ability to stimulate cell viability and tumor growth in bladder cells. Furthermore, by exploring the interactions among MALAT1, MAL2, and miR‐384, we also demonstrated that the underlying mechanism of the oncogenic effects of FTO was via regulation of the MALAT1/miR‐384/MAL2 axis. FTO, MALAT1, miR‐384, and MAL2 are all clinically relevant biomarkers in bladder cancer, among which the expression of FTO influences the prognosis of bladder cancer patients. Overall, our findings demonstrate that FTO plays oncogenic roles in the molecular basis of cancer, and they indicate that FTO is a potential diagnostic or prognostic biomarker in bladder cancer.

## 2 METHODS

### 2.1 Bioinformatic analyses

The gene expression data of bladder tumor tissue (n = 41) and normal bladder tissue (n = 9) were downloaded from the GSE3167 database. Kaplan–Meier analysis was downloaded from TCGA dataset to quantify the disease‐free survival and overall survival of bladder cancer patient. N^6^‐methyladenosine (m^6^A) sequencing (m6A‐seq) and RNA sequencing (RNA‐seq) were performed as previously described,^16^ and these data were uploaded to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accessible number of GSE150239.

### 2.2 Patients and tissue sample collection

Paired (n = 25 each) tumor and corresponding adjacent noncancerous fresh tissues obtained from bladder cancer patients admitted to Renji Hospital during October 2012 to March 2017 were designated as cohort 1. Microarrays of the human bladder cancer tissues obtained from Outdo Biotech Co., Ltd. (Shanghai, China), were designated as cohort 2. Table 1 shows the clinical parameters of the included patients. None of the included patients were exposed to radiotherapy or chemotherapy prior to undergoing surgery. All ethical regulations set by the ethics committee of Renji Hospital were followed during this study. All patients were duly informed before the study, and a written consent was obtained.

**TABLE 1:** Clinicopathological features of bladder cancer patients in two cohorts

Clinicopathological parameter	Cohort 1 (number of patients)	Cohort 2 (number of patients)
**Age**		
≤55	11	67
>55	14	77
**Sex**		
Female	10	55
Male	15	89
**Tumor size (cm)**		
≤4	12	72
>4	13	72
**Smoke**		
Yes	14	72
No	11	72
**Pathologic stages**		
pTa‐T1	11	62
pT2‐T4	14	82

p < 0.05 represents statistical significance (chi‐square test).

### 2.3 Immunohistochemistry staining

FTO and MAL2 protein analysis was performed by immunohistochemistry (IHC) staining of bladder cancer tissue microarrays following standard protocol using antibodies (1:100 dilution) against FTO (ab124892, Abcam, Cambridge, MA, USA) and MAL2 (bs‐7175R, BIOSS, Woburn, MA, USA). The H‐score system, based on the percentage of positively stained cells, was used to assess immunoreactivity, and this assessment was performed by two investigators. Based on the immunoreactivity scores, the bladder cancer patients were categorized into the low expression (H‐score < 50%) group and the high expression (H‐score > 50%) group.

### 2.4 Cell culture

The human bladder cancer 5637, J82, 253J, T24, and SCABER cell lines, as well as a non‐cancerous human bladder cell line (SV‐HUC‐1), were obtained from the Shanghai Institute of Biochemistry and Cell Biology (Shanghai, China) and cultured at 95% humidity, 5% CO_2_, and 37˚C in DMEM or RPMI‐1640 medium (Hyclone) with 10% fetal bovine serum (Gibco) and 1.0% penicillin‐streptomycin (Solarbio) solutions.

### 2.5 Plasmid construction and cell transfection

The hsa‐miR‐384 mimics (5′‐AUUCCUAGAAAUUGUUCAUA‐3′), hsa‐miR‐384 inhibitor (5′‐UAUGAACAAUUUCUAGGAAU‐3′), and negative control (NC, 5′‐UUCUCCGAACGUGUCACGUTT‐3′) were synthesized by Ribo Bio Corporation (Guangzhou, China) and transfected using Lipofectamine 2000 reagent (Invitrogen).

The short hairpin RNAs (shRNAs) against human FTO, MALAT1, MAL2, YTHDF2, YTHDF3, or YTHDC2 (Table 2 for sequences) and scramble shRNA acting as negative control were cloned into the pLKO.1 vector (Addgene). The cDNA encoding FTO was inserted into pLVX‐Puro plasmids (Clontech) to obtain the vector expressing pLVX‐Puro‐FTO, and the empty vector acted as negative control. The 293T cells (ATCC, Manassas, VA, USA) were transfected with the constructs by using Lipofectamine 2000 reagent (Invitrogen) as well. Subsequently, the cells were incubated in a CO_2_ incubator at 37°C for 48 hours, which was followed by the collection of recombined vectors being performed. 253J, T24, and 5637 cells were infected with the recombined vectors as previously described,^17^ and the expression of FTO was measured by quantitative real‐time PCR (Q‐PCR) and western blot at 72 hours after infection.

**TABLE 2:** Interfering RNA sequences used in this study

Gene	Sequences (5′‐3′)
Human FTO shRNA‐1	GGAGCTCCATAAAGAGGTT
Human FTO shRNA‐2	CCTGAACACCAGGCTCTTT
Human FTO shRNA‐3	GCAGCATACAACGTAACTT
Human MALAT1 shRNA‐1	GCCCGAGACTTCTGTAAAG
Human MALAT1 shRNA‐2	GAGTTGTGCTGCTATCTTA
Human MALAT1 shRNA‐3	GCTCTAAATTGTTGTGGTT
Human MAL2 shRNA‐1	GCATGTTCCTCTCTGGCAT
Human MAL2 shRNA‐2	GCATTGCAATACAACCATA
Human MAL2 shRNA‐3	GCTTGTTATGGTTGCAGTT
Human YTHDF2 shRNA‐1	GCACAGAAGTTGCAAGCAA
Human YTHDF2 shRNA‐2	GCACAGAGCATGGTAACAA
Human YTHDF3 shRNA‐1	CCTATGGACAAATGAGTAA
Human YTHDF3 shRNA‐2	GCAGTGGTATGACTAGCAT
Human YTHDC2 shRNA‐1	GCGACTCAACAATGGCATA
Human YTHDC2 shRNA‐2	GGAAATGGATGCTTGCCTT

### 2.6 Cell proliferation measurement

Cell proliferation was detected by the cell counting kit‐8 (CCK8) assay (SAB Biotech, USA). Approximately 3 × 10^3^ cells were cultured in each well of a 96‐well plate for 12 hours. At 0, 24, 48, and 72 hours, CCK8 was mixed with the cells in each individual well, and the cells were subsequently cultured for 1 hour. Then, the absorbance of each well was measured at 450 nm.

### 2.7 RNA extraction, cDNA synthesis, and Q‐PCR

Trizol reagent (Invitrogen) was used to extract the total RNA from the bladder cancer tissues or cell lines. Transcriptor cDNA synthesis kit (Roche Diagnostics Corporation, Indianapolis, IN, USA) was used for the reverse transcription of the cDNA. We used SYBR Green Q‐PCR with specific primers to compare FTO, MALAT1, MAL2, miR‐384, and pri‐miR‐384 expression (Table 3 for sequences). The relative expression of target gene was quantified by the comparative 2^–ΔΔCt^ method, with GAPDH or U6 serving as the internal control.

**TABLE 3:** Primes sequences for Q‐PCR used in this study

Gene	Sequences (5′‐3′)
FTO‐forward	ACCTCCAGCATTAGATTC
FTO‐reverse	GAAACTACCGCATTTACC
MALAT1‐forward	TTTCTTCCTGCTCCGGTTC
MALAT1‐reverse	TTTCAGCTTCCAGGCTCTC
MAL2‐forward	ACTTACCTTTGGAGGAATG
MAL2‐reverse	TCTTGCTCAGTTGTTAGAC
GAPDH‐forward	AATCCCATCACCATCTTC
GAPDH‐reverse	AGGCTGTTGTCATACTTC
miR‐384‐forward	CGCGCGATTCCTAGAAATTG
miR‐384‐reverse	AGTGCAGGGTCCGAGGTATT
pri‐miR‐384‐forward	TTCAGGGCTTTGAACACGC
pri‐miR‐384‐reverse	GGATGGGGCTTTAGAGGATC
U6‐forward	CTCGCTTCGGCAGCACA
U6‐reverse	AACGCTTCACGAATTTGCGT

### 2.8 Protein extraction and western blot analysis

Radioimmunoprecipitation lysis buffer was used for extracting total protein. Protein separation was done by running extracted proteins on sodium dodecyl sulfate‐polyacrylamide gel electrophoresis and then transferred onto nitrocellulose membranes (Millipore, Bedford, USA), followed by 5% skim milk blocking with antibodies against FTO (1:1000, ab124892; Abcam), MAL2 (1:500, ab75347; Abcam), and GAPDH (1: 2000, #5174; Cell Signaling Technology, USA).

### 2.9 Analysis of m^6^A content

Trizol reagent (Invitrogen) was used to extract the total RNA. Poly(A)^+^ RNA was purified using GenElute mRNA Miniprep Kit (Sigma, Louis, MO). The content of m6A in total RNA was estimated by using m^6^A RNA Methylation Assay Kit (ab185912; Abcam). Briefly, 80 μL of binding solution and 200 ng of sample RNA were added into each designated well and then incubated at 37°C for 90 minutes for RNA binding. Wash each well three times with wash buffer. 50 μL of the diluted capture antibody was added into each well and then incubated at room temperature for 60 minutes. Each well was incubated with detection antibody and enhancer solution at room temperature for 30 minutes subsequently. Finally, the wells were incubated with developer solution in the dark for 1 to 10 minutes at 25°C. Reaction was stopped with stop solution and determined using a microplate reader at 450 nm wavelength within 2–10 minutes.

### 2.10 Luciferase reporter assay

The wide‐type and mutant 5′‐End sequences of MALAT1 were synthesized at Generay Technologies (Shanghai, China) and inserted into the upstream of pGL3‐basic firefly luciferase vector (Promega). Then, the pGL3‐MALAT1‐5′‐End and pRL‐TK renilla (Promega) luciferase reporter vector were cotransfected into the bladder cancer cell lines, which were transduced with FTO silencing or FTO‐expressing vector. MALAT1 sequences harboring a putative miR‐384 binding site and 3′‐UTR sequences of MAL2 as well as their mutant sequences were inserted into the pGL3 vector. Then, the wild‐type or mutant pGL3‐MALAT1 or pGL3‐MAL2 and pRL‐TK renilla (Promega) luciferase reporter vector were cotransfected into the bladder cancer cells, which were transfected with miR‐384 mimics or NC. Luciferase activity was assessed using a Dual‐Luciferase Reporter Assay system (Promega) at 48 hours post‐transduction.

### 2.11 Measurement of mRNA stability

The bladder cancer cells were treated with transcriptional inhibitor actinomycin D (APExBIO Technology LLC, Houston, TX, USA, 0.2 mM) for 30 minutes and harvested. At 0, 3, and 6 hours, the samples were collected for total RNA extraction and cDNA synthesis, which were performed according to the methods described above. Q‐PCR was performed for quantification of mRNA levels.

### 2.12 RNA immunoprecipitation assay

Magna RNA immunoprecipitation (RIP) RNA‐Binding Protein Immunoprecipitation kit (Millipore) was used for the RIP assay following the manufacturer's instructions. Cells were prepared using RIP lysis buffer, and the RNA‐protein complexes were conjugated with anti‐YTHDF2 (Abcam, ab220163, 1:30), anti‐YTHDF3 (Abcam, ab220161, 1:30), anti‐YTHDC2 (Abcam, ab220160, 1:30) or anti‐IgG antibody (Abcam, ab172730, 1:30) overnight at 4°C and washed with RIP‐wash buffer for 10 minutes at 4°C and then RIP‐lysis buffer for 5 minutes at 4°C. The co‐precipitated RNAs were purified using phenol:chloroform:isoamyl alcohol and subjected to Q‐PCR.

### 2.13 Xenograft study in a mice model

Four‐ to 5‐week‐old male nude mice (n = 5 per group, n = 20 mice total) were purchased from Shanghai Laboratory Animal Company (Shanghai, China). Approximately 5 × 10^6^ 253J and 5637 cells infected with indicated vectors were injected subcutaneously into the flank of the mice. To calculate the tumor growth, the tumor volumes of the mice were measured every 3 days. On day 33 after cell implantation, the mice were sacrificed, and the tumor xenografts were collected. Then, the tumor xenograft was weighed. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Renji Hospital.

### 2.14 Immunofluorescence microscopy

After being fixed and permeabilized, the tissues collected from the xenograft tumor underwent 1% bovine serum albumin blocking in phosphate buffer saline (PBS) for 30 minutes and incubation with anti‐Ki67 (Abcam; ab245113, 1:1000) and Alexa Fluor 488‐labeled Goat Anti‐Mouse IgG (H+L) (Beyotime Biotechnology; A0428, 1:500) antibodies. DAPI (Beyotime Biotechnology; C1002, 1:500) labeling was used to visualize cell nuclei. Then, visualization of the positively stained cells was performed using confocal laser scanning microscope (Leica Microsystems, Inc., USA).

### 2.15 Data analyses

All of the experiments and assays were conducted in triplicate, and data were shown as mean ± standard deviation. Statistical analysis was performed using GraphPad Prism 7.0 statistical software (GraphPad Software, San Diego, CA, USA). The Cox proportional‐hazards regression model and Kaplan–Meier method were used to assess overall survival, and the log‐rank test was performed to determine differences between groups. We used the Mann–Whitney U test or unpaired *t*‐test to perform comparisons between groups, and one‐way and two‐way ANOVA with Bonferroni's post hoc test were used to perform multiple comparisons. Statistically significant differences were determined based on p < 0.05.

## 3 RESULTS

### 3.1 FTO is an oncogenic gene and is correlated with bladder cancer prognosis

In the bioinformatic analysis of the GEO database, we detected that both the ALKBH5 and FTO genes were connected with bladder cancer. Specifically, only the FTO gene, and not the ALKBH5 gene, was highly overexpressed in the tissue of bladder cancer (Figures 1A and 1B). Furthermore, the FTO expression levels were markedly correlated with both the overall (Figure 1C) and disease‐free (Figure 1D) survival rates in the bladder cancer patients from the TCGA database, which splits the patients into separate groups based on the median value, whereas ALKBH5 expression showed significant correlation with the overall survival rate of the patients only (Figures 1E and 1F). Therefore, we focused on FTO for further investigation.

**FIGURE 1:**
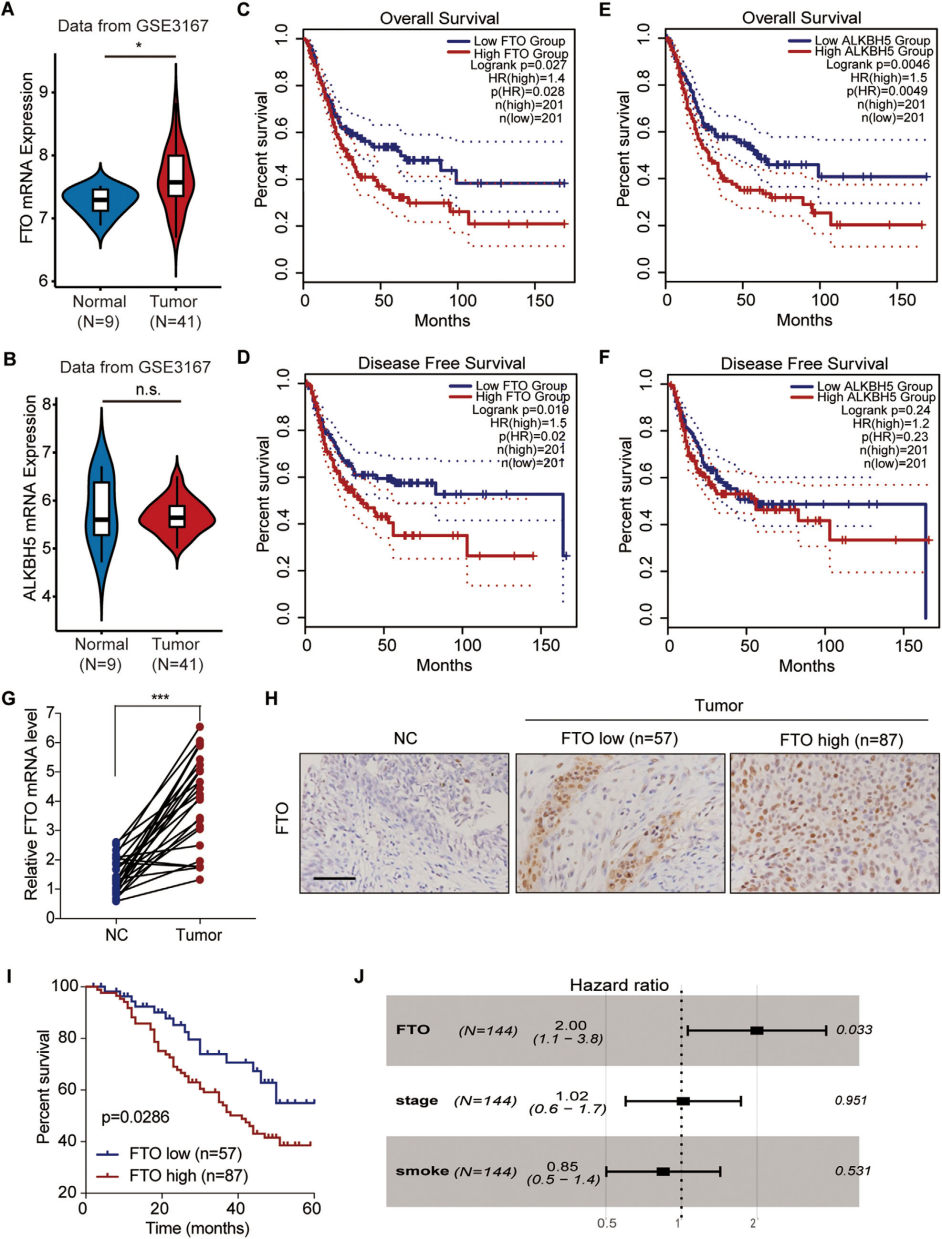
Correlation between FTO and bladder cancer prognosis. The expression levels of ALKBH5 (A) and FTO (B) in the GSE3167 bladder cancer database, with a comparison between tumor (T; n = 41) and normal (N; n = 9) tissues. The overall survival rate (C, E) and disease‐free survival rate (D, F) of bladder cancer patients (n = 402) in the TCGA database, with a comparison between the low and high ALKBH5 or FTO expression groups. (G) The relative mRNA expression levels of FTO in the bladder cancer patient tissues from cohort 1, with a comparison between the normal (NC) and tumor (n = 25 for each) paired bladder tissues. (H) The protein expression of FTO based on IHC scores of the bladder cancer tissue microarrays from cohort 2, with a comparison among the normal (NC; n = 10), low expression (n = 57), and high expression (n = 87) bladder tissue groups. Scale bar: 100 μm. (I) Kaplan–Meier plot for the overall survival of bladder cancer patients in cohort 2 based on the FTO protein levels according to the IHC score. (J) Multivariate regression analysis for hazard ratios of FTO protein expression, tumor stage, and smoking status in the bladder cancer patients in cohort 2 (n = 144). (A, B, G) The Mann–Whitney U test was used for comparisons between two groups. (C–F, I) The log‐rank test was used for comparisons between three or more groups. ***P < 0.001

From the analysis of the tissues collected from cohort 1, we identified that the mRNA expression of FTO increased by 2.8‐fold in the tumor tissues of patients with bladder cancer compared to their normal tissues (p < 0.001; Figure 1G). We further detected the FTO protein staining in bladder cancer patients of cohort 2 as described in Methods (Figure 1H). IHC staining indicated that in comparison with normal tissues, FTO protein expression was increased in bladder cancer tissue (Figure 1H). In addition, the overall survival rate was decreased in the bladder cancer patients with a high FTO expression compared to those with a low FTO expression (Figure 1I). Analysis of the clinical characteristics of the patients in cohort 2 indicated that FTO protein expression was closely associated with various clinicopathological features of bladder cancer. FTO expression and smoking status (p = 0.0267) and pathologic stage (p = 0.0262) of bladder cancer patients were significantly correlated with each other (Table 4). Based on the multivariate analysis, FTO protein expression was identified as an independent predictor (p = 0.033) of bladder cancer (Figure 1J).

**TABLE 4:** Clinicopathological features of bladder cancer patients and FTO expression

	FTO		
Clinicopathological parameter	Low group, number of patients	High group, number of patients	*p* value
**Age**			0.0593
≤55	21	46	
>55	36	41	
**Sex**			0.6664
Female	23	32	
Male	34	55	
**Tumor size (cm)**			0.1251
≤4	33	39	
>4	24	48	
**Smoke**			0.0267
Yes	22	50	
No	35	37	
**Pathologic stages**			0.0262
pTa‐T1	31	31	
pT2‐T4	26	56	

p < 0.05 represents statistical significance (chi‐square test).

### 3.2 FTO stimulates cell viability and tumor growth of bladder cancer through regulating MALAT1 methylation

The mRNA and protein expression amounts of FTO were quantified in human normal bladder cell and bladder cancer cell lines derived from humans. The 253J and T24 cells exhibited the highest expression levels of FTO, whereas the 5637 cells showed the lowest expression levels of FTO (Figure 2A). Therefore, knockdown of FTO was established in 253J and T24 cells (Figure 2B), and overexpression of FTO was accomplished in 5637 cells (Figure 2C).

**FIGURE 2:**
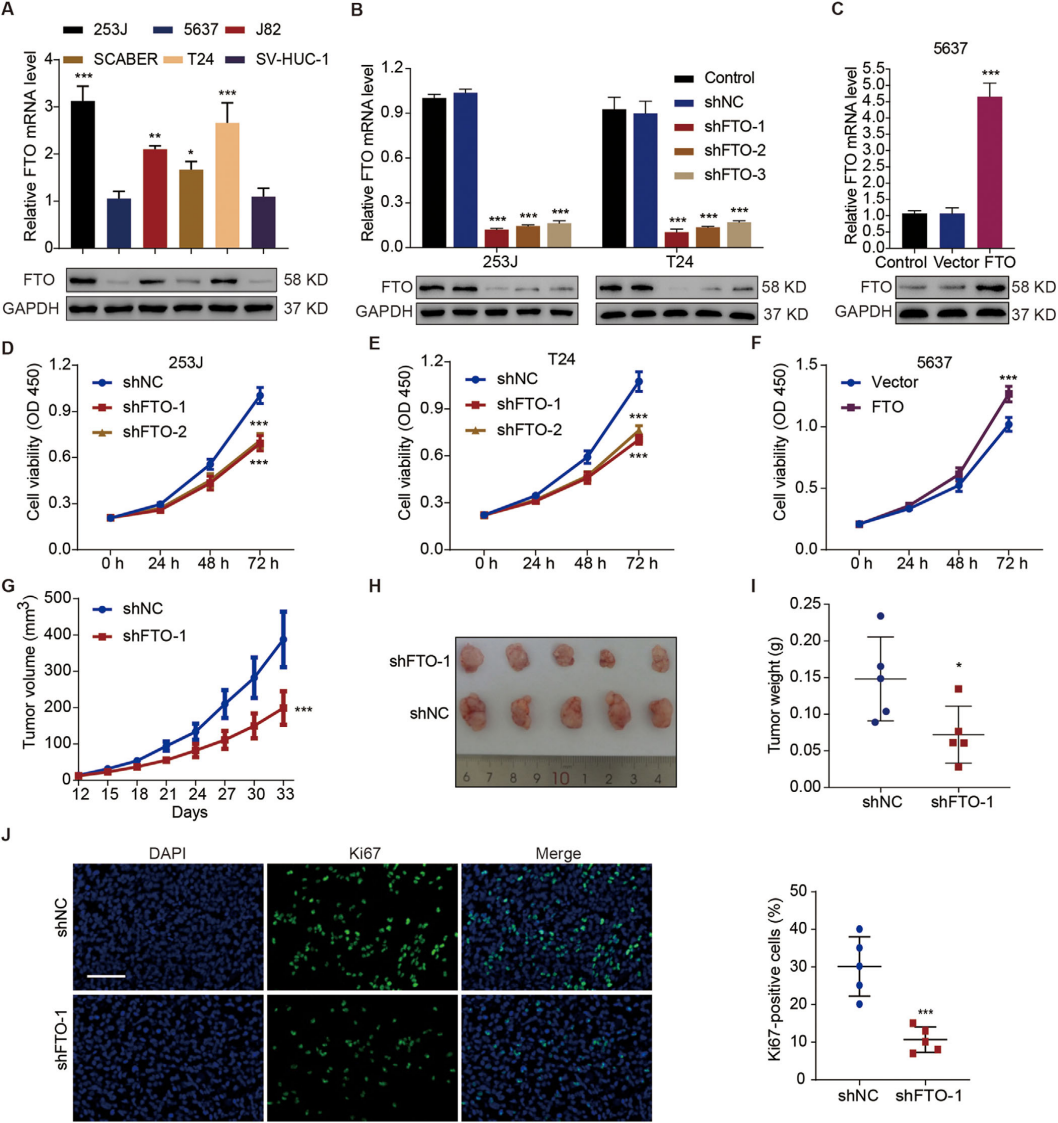
Effects of FTO on cell viability and tumor growth in bladder cancer. (A) The relative mRNA and protein levels of FTO in various bladder cancer cell lines (253J, 5647, J82, SCABER, and T24) and in a normal bladder cell line (SV‐HUC‐1). The relative mRNA and protein levels of FTO in 253J (B), T24 (B), and 5637 cells (C) at 72 hours after being transduced with the indicated constructs. Viability of 253J (D), T24 (E), and 5637 cells (F) transduced with the indicated constructs. (G) Tumor volumes of the xenografts of mice (n = 5 per group) injected with 253J cells transduced with the indicated constructs. Representative tumor photographs (H) and tumor weights (I) at day 33. (J) Immunofluorescence staining for Ki‐67 in the xenograft tumors. Scale bar: 100 μm. One‐way ANOVA (A, C) and two‐way ANOVA (B, D–G) followed by Bonferroni's post hoc test were used to perform comparisons among three or more groups. (I and J) An unpaired *t*‐test was used to perform comparisons between two groups. *p < 0.05, ***p < 0.001 compared with SV‐HUC‐1, shNC, or Vector

Our study subsequently determined the functions of FTO in bladder cancer both in mammalian cells and xenograft of tumor tissues obtained from mice. At 72 hours, FTO‐knockdown significantly (p < 0.001) inhibited cell viability, by 30.1% and 31.8%, in 253J (Figure 2D) and T24 (Figure 2E) cells, respectively, whereas FTO overexpression significantly (p < 0.001) stimulated cell viability, by 1.2‐fold, in 5647 cells (Figure 2F). Furthermore, through the establishment of a xenograft mice model by injecting FTO‐knockdown 253J cells, we observed on day 33 after cell implantation that tumor growth (p < 0.001; Figure 2G) and tumor weight were significantly decreased, by 48.7% and 51.2%, respectively (p < 0.05; Figures 2H and 2I). Meanwhile, knockdown of FTO decreased the expression of Ki67 by 64.6% in tumor tissues (Figure 2J). These findings suggest that FTO may act as an oncogene in the carcinogenesis of bladder cancer.

To recognize the potential mRNA targets of FTO in bladder cancer cells, we next performed transcriptome‐wide sequencing of FTO regulated m^6^A (m^6^A‐seq) and RNA‐seq assays on FTO‐knockdown and control 253J cells. 

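RNA-seq was analysed here from 6 libraries labelled as 253J cells, a human bladder cancer cell line. The identity of the cells was not tested. The libraries came from 3 control samples (replicates 1, 2 and 3) and 3 FTO-knockdown samples (replicates 4, 5 and 6). The sample labels name siRNA for both groups, whereas the paper's methods describe shRNA against FTO. The m6A-seq data were not analysed here. The deposited values are counts of reads per gene, which the submitters' processing notes credit to TopHat2 2.0.11 and HTSeq on the human builds hg19 and GRCh37. The HTSeq version, the annotation release and the strand setting are not given in the sources used here. Without a stated strand setting, reads of overlapping and antisense genes cannot be told apart. The total count was 10991789, 16183317 and 19891269 in control replicates 1, 2 and 3. It was 13547263, 15709975 and 13162731 in FTO-knockdown replicates 4, 5 and 6. Of the gene IDs listed, 56321 (93.1%) were matched to a gene symbol. With version numbers left off, 56753 IDs were found in GENCODE 29 on GRCh38, another build than the notes name, and which build was used for counting is not settled here. The 37 mitochondrial genes were listed at 0 in every library, so mitochondrial transcripts could not serve as a sign of RNA quality. Counts were scaled by TMM, genes with low counts were removed by the filter of edgeR, and 14965 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The choice of scaling and of libraries could change the number of genes called. Sources used here do not say that the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical.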

Notably, the m^6^A level increased by 1.5‐fold in the polyadenylated RNA (poly(A) RNA) of the FTO‐knockdown 253J cells compared to that of the 253J cells without FTO knockdown (Figure 3A). The m^6^A‐seq data demonstrated that on a transcription level m^6^A was hypermethylated globally after the FTO knockdown in 253J cells. A total of 2687 and 1777 peaks demonstrated a marked increase and a marked decrease, respectively, in m^6^A modifications (Table S1) in the FTO‐knockdown cells in comparison with the control cells, and they were therefore designated as hypermethylated and hypomethylated m^6^A peaks. Altogether 2657 and 2332 genes exhibited a marked increase and a marked decrease, respectively, in mRNA expression in the FTO‐knockdown cells in comparison with the control cells (Table S2). 

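FTO, the m6A demethylase that was knocked down, was lower in each FTO-knockdown library than in each control library. Its level was 28.1 ± 5.82 CPM (counts scaled to library size; SD, n = 3) in the control cells and 18.9 ± 2.72 CPM (SD, n = 3) in the FTO-knockdown cells. This is a log2 fold change of -0.57 (standard error 0.16, adjusted p = 0.0209 from edgeR's quasi-likelihood test). MALAT1, a nuclear long noncoding RNA, fell from 96.4 ± 5.93 CPM (SD, n = 3) to 73.3 ± 11.8 CPM (SD, n = 3), a log2 fold change of -0.39 (standard error 0.12, adjusted p = 0.0238 from the same edgeR test). MAL2, a membrane protein of vesicle transport, fell from 156.6 ± 12.6 CPM (SD, n = 3) to 117.0 ± 14.9 CPM (SD, n = 3), a log2 fold change of -0.42 (standard error 0.11, adjusted p = 0.0122 from the same edgeR test). The counts list FTO as ENSG00000140718.17, MALAT1 as ENSG00000251562.6 and MAL2 as ENSG00000147676.12. Matched without the version number, FTO lies on chromosome 16 from 53701692 to 54158512 in GENCODE 29 on GRCh38. In the same release MALAT1 lies on chromosome 11 from 65497688 to 65506516, and MAL2 on chromosome 8 from 119165034 to 119245673. The count files hold no coordinates, and the processing notes name hg19 and GRCh37, so these positions may not be those used for counting. Among m6A readers, the log2 fold change of YTHDC2 was 0.39 and the log2 fold change of YTHDF3 was 0.38, with adjusted p of 0.0114 and 0.0223 from edgeR, and of 0.252 and 0.161 after a correction for transcript length and GC content that was added after seeing the data. YTHDF2, the reader that the paper links to MALAT1, had a log2 fold change of 0.11 (adjusted p = 0.288 from edgeR). No row of the files was matched to miR-384.

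**Figure D1:**
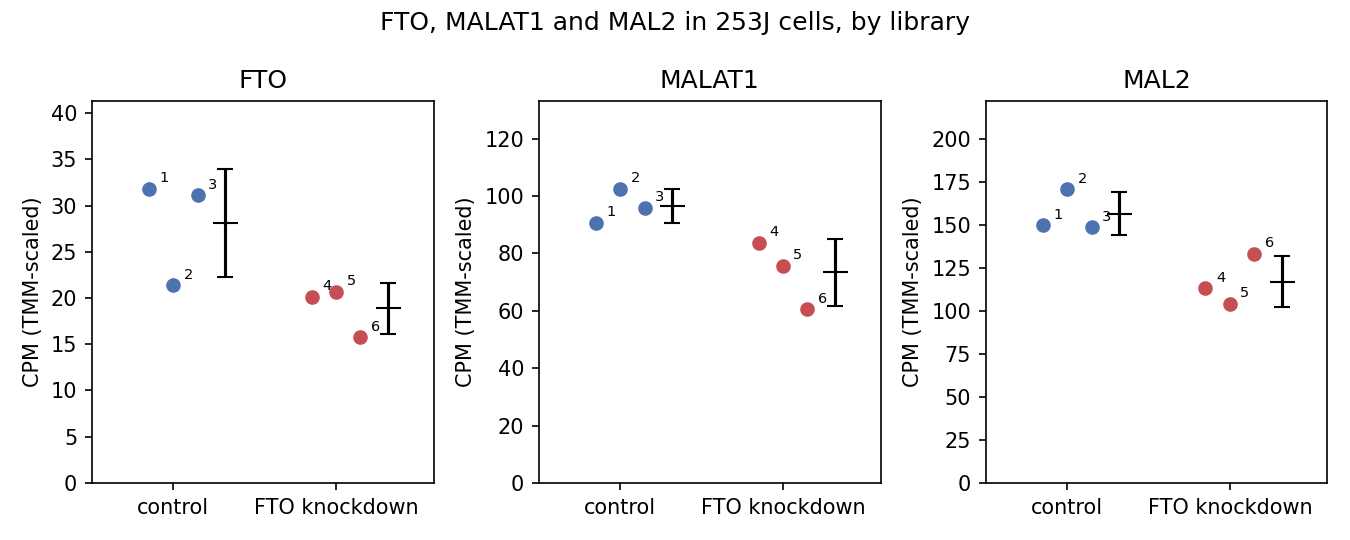
CPM of FTO, MALAT1 and MAL2 on TMM-scaled library sizes in 3 control and 3 FTO-knockdown libraries of 253J cells. Each point is a library with its replicate number, and the bars are the mean and SD of each group. FTO lies at 15.8 to 20.7 CPM in the knockdown libraries and at 21.4 to 31.8 CPM in the controls.

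Altogether 2913 genes were higher and 2684 were lower in the FTO-knockdown cells at an adjusted p under 0.05 from edgeR. Among genes past the threshold with an average log2 CPM of at least 3 and no overlap of the groups, the 10 largest falls were those of CHAC1, ASNS, NUPR1, PCK2, TRIB3, PSAT1, PHGDH, DDIT4, SLC43A1 and DICER1-AS1. CHAC1, an enzyme of glutathione breakdown, had a log2 fold change of -2.94, the asparagine synthetase ASNS of -2.73, and the stress-induced pseudokinase TRIB3 of -2.09 (adjusted p of 5.56e-05, 7.06e-05 and 5.56e-05 from edgeR). The serine synthesis enzymes PSAT1 and PHGDH fell by 1.77 and 1.72 on the log2 scale. Of 36 measured genes of the ATF4 amino acid response, 27 were lower, 3 were higher and 6 did not pass the test (28 lower and 3 higher when adjusted over the list alone). The 3 higher genes were STC2, ALDH1L2 and ATF3, and STC2 and ATF3 were raised only in replicates 4 and 5, with STC2 at 0 CPM in replicate 6, and none of the 3 passed without control replicate 1, 2 or 3. The list as a whole fell (median log2 fold change -0.96, adjusted p = 7.8e-41 from camera, adjusted p = 0.051 with an estimated correlation). Of 20 cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 12 were lower, among them CARS1 (-1.32) and GARS1 (-1.17), and 1, RARS1, was higher, which did not pass without control replicate 1 or 3 or knockdown replicate 4 (the counts were 12 and 1 when adjusted over the list alone). Their median was -0.34 (adjusted p = 1.07e-08 from camera, adjusted p = 0.051 with an estimated correlation). Of 79 cytosolic ribosomal protein genes, 77 were lower and none was higher (77 and 0 when adjusted over the list alone), with RPL12 at -0.93 and RPS2 at -0.85. Their median was -0.70 (adjusted p = 2.73e-38 from camera, adjusted p = 0.255 with an estimated correlation), and -0.59 with 74 lower after the correction for length and GC content, with which the log2 fold change of all genes went along (rho = 0.38 and -0.26 across genes, which are not independent replicates). Processed pseudogenes may share reads with ribosomal protein genes, so single values are uncertain.
Heat shock chaperones, which refold damaged proteins, rose in 15 of 22 measured genes and fell in none (15 and 0 when adjusted over the list alone). HSPA8 had a log2 fold change of 1.09 and DNAJB1 of 0.85, while HSPA1B (1.31) may share reads with its near-identical copy HSPA1A. The median of the list was 0.63 (adjusted p = 1.95e-11 from camera, adjusted p = 0.103 with an estimated correlation). Of 23 p53 targets, 13 were higher, among them the cell cycle inhibitor CDKN1A (0.98) and the p53 ligase MDM2 (0.70), and 2, BBC3 (-0.65) and CCNG1 (-0.24), were lower, of which CCNG1 did not pass without control replicate 1 or 3 or knockdown replicate 4 or 5 (13 and 3 when adjusted over the list alone). Their median was 0.57 (adjusted p = 1.25e-05 from camera, adjusted p = 0.129 with an estimated correlation). It stood at 0.512, 0.605 and 0.355 in replicates 4, 5 and 6 relative to the control mean, and without replicates 4 and 5, a choice made after seeing the data, it was 0.341, with 9 of 23 higher. Of 19 markers of intestinal secretory cells, 6 were higher and 4 were lower (6 and 4 when adjusted over the list alone). The secreted protein REG4 (2.38), the mucin MUC2 (2.35) and the keratin KRT20 (2.43) rose, whereas the transcription factors SPDEF (-1.96) and CDX2 (-0.78) fell. In the controls the mean level was 258.5 CPM for CDX2, 350.1 CPM for LGALS4 and 210.2 CPM for AGR2. It was 34.8 CPM for REG4, 5.38 CPM for MUC2, 4.24 CPM for KRT20 and 4.38 CPM for SPDEF. Whether these levels are usual for 253J cells was not tested. The median of these markers was -0.0045 and their mean 0.27, with the list up in camera (adjusted p = 0.0494, and adjusted p = 0.517 with an estimated correlation). The list did not pass in camera without control replicate 1 or 3 or knockdown replicate 6 (adjusted p of 0.078, 0.36 and 0.58, in a range of 6.07e-07 to 0.58 over the alternatives). The lists of the ATF4 response, synthetases, ribosomal proteins, chaperones and intestinal markers were drawn up after Table S2 had been read, as was CDKN1A among the p53 targets, so these are not independent evidence of direction. Of 20 m6A regulators, 8 were higher, 2 were lower and 10 did not pass (10 higher and 2 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.0973 from camera). This balance depended on the processing, with 3 higher and 4 lower after the correction for length and GC content (median 0.084, against 0.21) and 11 higher and 0 lower with library totals alone. The regulators higher were 3, 3, 4 and 3 without control replicate 1, 2 or 3 or knockdown replicate 4.
The number of genes called changed with the libraries used, in fits that also had fewer samples. Without control replicate 1, 2 or 3 it was 1383, 1540 and 1794 higher genes and 1612, 1597 and 1759 lower genes. Without FTO-knockdown replicate 4, 5 or 6 it was 1702, 2137 and 3826 higher genes and 1589, 2035 and 2928 lower genes, and with library totals alone as scaling it was 4088 higher (69.6% of calls, against 52.0%) and 1787 lower. FTO did not pass without control replicate 1 (adjusted p = 0.107 from edgeR) or 3 (adjusted p = 0.113), MALAT1 did not pass without control replicate 1, 2 or 3 (adjusted p of 0.0715, 0.119 and 0.1), and MAL2 did not pass without control replicate 1, 2 or 3 or knockdown replicate 4 or 5 (adjusted p of 0.0588, 0.0729, 0.0519, 0.0601 and 0.0521), with each log2 fold change below 0 in these fits. FTO and MALAT1 also did not pass with library totals alone (adjusted p of 0.0576 and 0.0844 from edgeR), and MAL2 did not pass without replicates 4 and 5 (adjusted p = 0.314). After the correction for length and GC content, FTO was at -0.91 and MALAT1 at -0.73 on the log2 scale. From the role of FTO in removing m6A, the paper takes the transcripts with hypermethylated peaks after FTO knockdown as its potential targets.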

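Mesenchymal genes were abundant in FTO-knockdown replicates 4 and 5 and scarce in the controls and in FTO-knockdown replicate 6. TGFBI, a matrix protein, stood at 611.5 and 796.2 CPM in replicates 4 and 5, at 1.97 CPM in replicate 6 and at 0.744 to 1.54 CPM in the controls. The hyaluronan receptor CD44 stood at 212.0, 259.1 and 4.08 CPM in replicates 4, 5 and 6 and at 1.76 to 2.41 CPM in the controls. Fibronectin (FN1) followed with 148.5, 183.8 and 3.14 CPM, against 1.34 to 2.70 CPM in the controls. The intermediate filament vimentin (VIM), singled out after its values were seen, stood at 635.5, 730.4 and 0.292 CPM, against 0.568 to 1.02 CPM in the controls. Among genes with at most 3 counts over the 3 controls, 871 had at least 5 counts in replicate 4, 1065 in replicate 5 and 80 in replicate 6. On library totals, 3 of 11 fibroblast and 3 of 13 leukocyte markers reached 10 CPM in both replicates 4 and 5. Among them, COL1A2 stood at 126, 160 and 0.228 CPM in replicates 4, 5 and 6, and CD74 at 63.7, 77.1 and 0.076 CPM. By the same rule as for the falls, the 10 largest increases were those of ADAMTS1, TGFBI, LRRC15, FLNC, CXCL8, CD44, RAB34, FN1, HMOX1 and SPARC, each higher in replicates 4 and 5 than in replicate 6. TGFBI, CD44 and FN1 did not pass in edgeR when control replicate 1, 2 or 3 was left out.
Of 13 measured genes of epithelial-mesenchymal transition, 11 were higher and none was lower (11 and 0 when adjusted over the list alone). The list had a median log2 fold change of 1.15 (adjusted p = 6.15e-05 from camera, adjusted p = 0.288 with an estimated correlation). Its median relative to the control mean was 1.39 and 1.22 in replicates 4 and 5 and 0.61 in replicate 6. Without control replicate 1, 2 or 3 more members were tested, 4 of 20, 4 of 19 and 3 of 19 were higher, and the median was 5.39, 4.98 and 4.93, while without knockdown replicate 6 it was 17 of 20 and 5.92. Without replicates 4 and 5 it was 5 of 13 and 0.61, and with at least 10 counts in every library 9 of 11 and 0.69. CCN1, a matrix protein raised in all 3 knockdown libraries, had a log2 fold change of 0.68, and SPARC stood at 145.5, 173.9 and 6.63 CPM. Of 14 NF-kB targets and cytokines, 10 were higher and none was lower (10 and 0 when adjusted over the list alone), with a median of 0.76 (adjusted p = 0.000383 from camera, adjusted p = 0.288 with an estimated correlation). Of 18 members tested without control replicate 1, 2 or 3, 4, 4 and 6 were higher (median 1.38, 1.22 and 1.59), without knockdown replicate 4 it was 5 of 14 (0.70) and without knockdown replicate 6 it was 15 of 18 (1.52). The median stood at 0.85, 0.84 and 0.37 in replicates 4, 5 and 6, and without replicates 4 and 5 it was 0.37 with 1 of 14 higher, and with at least 10 counts in every library 0.485 with 7 of 11 higher. The chemokine CXCL8 stood at 39.4, 48.2 and 0.875 CPM in replicates 4, 5 and 6, whereas the prostaglandin synthase PTGS2 stood at 7.71, 7.58 and 5.32 CPM, against 0.67 to 1.12 CPM in the controls. Of 28 interferon-stimulated genes, 17 were higher and 1, MX1, was lower (18 and 2 when adjusted over the list alone), with a median of 0.56 (adjusted p = 8.92e-06 from camera, adjusted p = 0.051 with an estimated correlation). In each fit without control replicate 1, 2 or 3, 9 of 31 members tested were higher, with a median of 0.65, 0.57 and 0.61, without replicates 4 and 5 it was 10 of 28 (0.57), and MX1 did not pass without control replicate 1, 2 or 3 or knockdown replicate 4 or 5. IFI27 (log2 fold change 1.59) and IFI6 (1.26) were highest in replicate 6, at 180.6 and 129.1 CPM, while IFIT2, also named after its values were seen, stood at 10.5, 10.8 and 1.09 CPM. Of 14 genes of osmotic stress, 10 were higher and none was lower (10 higher and 1 lower when adjusted over the list alone), among them the regulator NFAT5 (1.50) and the inositol transporter SLC5A3 (1.14). Their median was 1.20 (adjusted p = 5.49e-10 from camera, adjusted p = 0.051 with an estimated correlation) and stood at 1.14, 1.18 and 0.955 in replicates 4, 5 and 6. Of 9 replication-dependent histone genes, which belong to a family of near-identical copies and may share reads, 6 were higher and none was lower (6 and 0 when adjusted over the list alone). Their median was 1.39 (adjusted p = 0.00227 from camera, adjusted p = 0.288 with an estimated correlation) and stood at 1.10, 1.40 and 0.74 in replicates 4, 5 and 6, and without replicates 4 and 5, 1 of 9 was higher (median 0.74). The osmotic stress list, and the genes IFI27, IFIT2, IFIT3, PTGS2, H2BC12, H1-2 and H2BC21, were chosen after Table S2 had been read and are not independent evidence of direction.

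**Figure D2:**
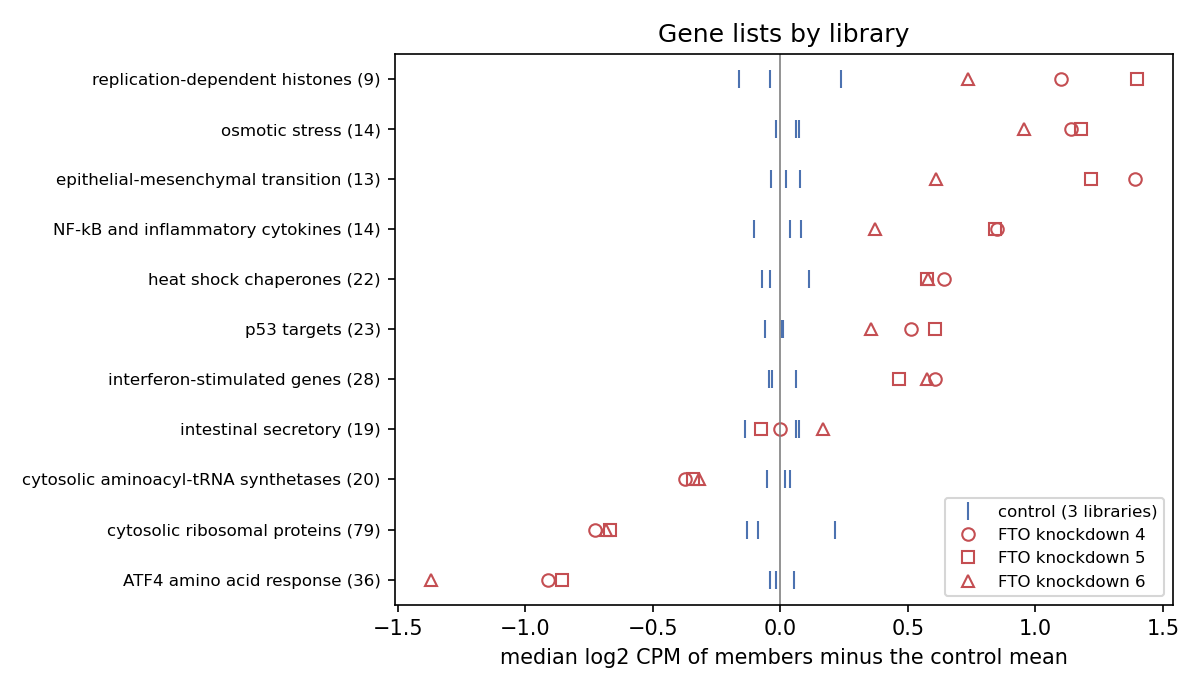
Median log2 CPM of the measured members of each gene list, minus the mean of the 3 controls, in each library of 253J cells. Ticks are control libraries, open symbols are FTO-knockdown replicates 4, 5 and 6, and numbers in parentheses are members measured. The ATF4 response list lies at -0.91, -0.86 and -1.37 in replicates 4, 5 and 6.

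With FTO-knockdown replicates 4 and 5 left out, a choice made after seeing the data that compares 1 library with 3 controls, 970 genes were higher and 926 were lower in edgeR.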

In the RNA‐seq analysis of the FTO‐knockdown cells, we identified 34 hypermethylated m^6^A genes with downregulated mRNA transcripts (p < 0.05, Hyper‐down) and 731 hypermethylated m^6^A genes with upregulated mRNA transcripts (p < 0.05, Hyper‐up) (Figure 3B). Considering the role of FTO as an m^6^A silencer, mRNA transcripts with hypermethylated peaks of m^6^A in 253J FTO‐knockdown cells were the potential targets. In the m^6^A‐seq data analysis, we noticed that the m^6^A RNA modification level of MALAT1 is most significantly increased in bladder cancer cells after knockdown of FTO, and it has been previously reported that MALAT1 may mediate the progression of bladder cancer (Figure 3C).^17^, ^18^ Therefore, we analyzed MALAT1 for further validation.

**FIGURE 3:**
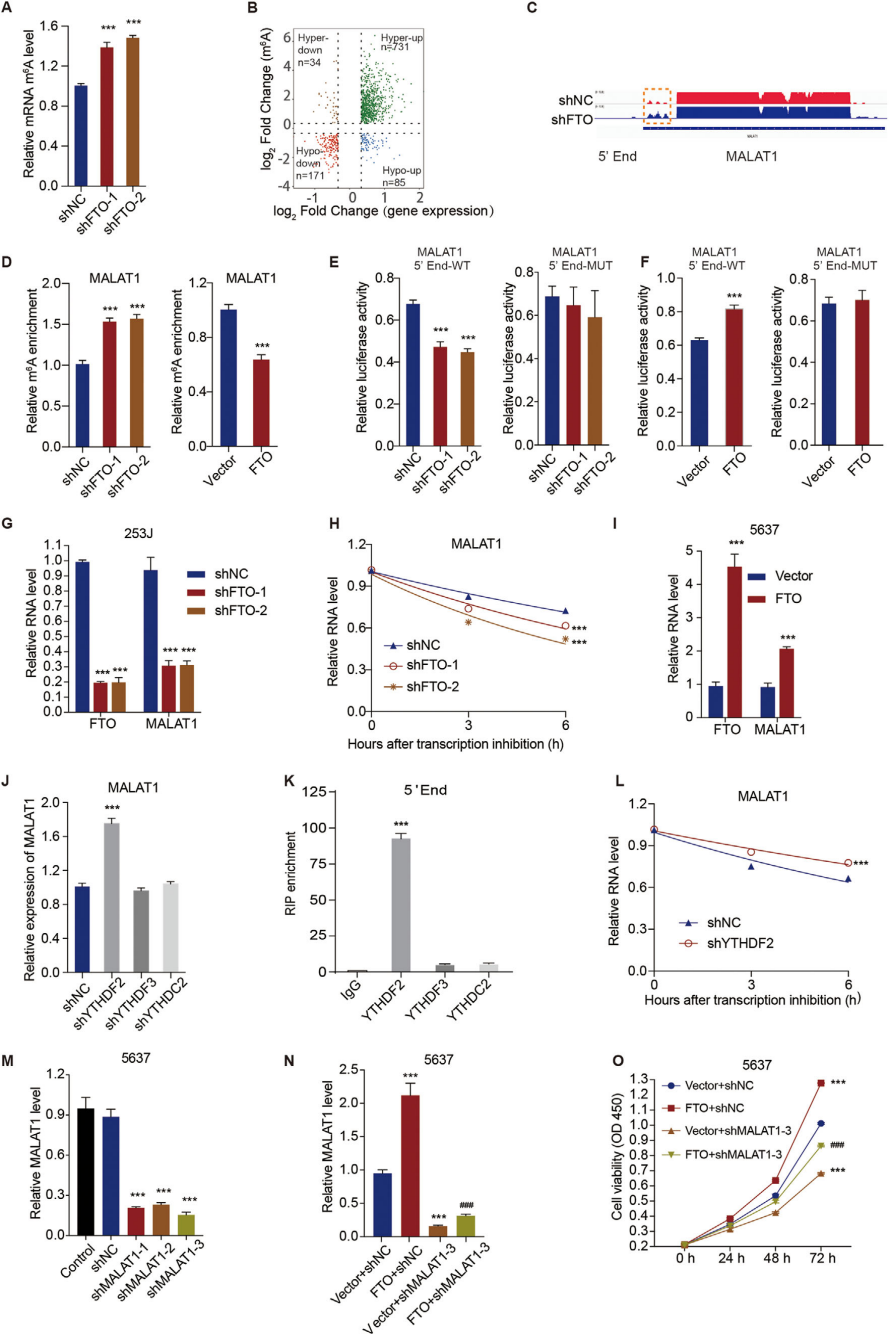
FTO promotes cell viability of bladder cancer cells through regulation of MALAT1 mRNA m^6^A modification and stability. (A) The mRNA levels of global m^6^A in control and FTO‐knockdown 253J cells. (B) Volcano plots of the distinct m^6^A peaks (fold change ≥ 2 and p *< *0.05). (C) The relative abundance of m^6^A sites along the MALAT1 mRNA in control and FTO‐knockdown 253J cells. The blue rectangles represent a decrease in the abundance of m^6^A peaks. (D) The relative m^6^A levels of MALAT1 5′‐end in FTO‐knockdown 253J cells (left panel) and FTO overexpression 5637 cells (right panel). (E and F) MALAT1 5′‐end enrichment in WT and mutated (MUT) 253J cells (E) and 5637 cells (F) transduced with the indicated constructs for FTO. (G) The relative mRNA levels of MALAT1 in FTO‐knockdown 253J cells. (H) The half‐life curve of MALAT1 transcription in FTO‐knockdown 253J cells. (I) The relative mRNA levels of MALAT1 in FTO overexpression 5637 cells. (J) The mRNA levels of MALAT1 in 253J cells transduced with the indicated constructs. (K) RNA immunoprecipitation of YTHDF2 and MALAT1 mRNA, with IgG as the control. (L) The half‐life curve of MALAT1 transcription in YTHDF2‐knockdown 253J cells. (M and N) The expression level of MALAT1 in 5637 cells transduced with the indicated constructs. (O) Viability of 5637 cells transduced with the indicated constructs. One‐way ANOVA (A, D‐left panel, E, J, K, M, N) and two‐way ANOVA (G‐I, L, O) followed by Bonferroni's post hoc test were used to perform comparisons of three or more groups. (D‐right panel, F) An unpaired *t*‐test was used to perform comparisons between two groups. ***p < 0.001 compared with shNC, Vector, IgG, or Vector+shNC. ^###^p < 0.001 compared with FTO+shNC

Moreover, we found that FTO silencing in bladder cancer cells could significantly (p < 0.001) upregulate, by 1.5‐fold, the relative m^6^A level of MALAT1 5′‐End (Figure 3D), whereas the overexpression of FTO could significantly (p < 0.001) decrease, by 24.3%, the relative m^6^A level of MALAT1 5′‐End (Figure 3D). Meanwhile, we constructed WT and mutation MALAT1 5′‐end luciferase reporter plasmids. In the mutation MALAT1 5′‐end luciferase reporter plasmids, m^6^A was replaced by T. As expected, knockdown of FTO significantly decreased, by 33.8%, luciferase activity in the WT MALAT1 reporter plasmid (Figure 3E), and overexpression of FTO significantly increased, by 1.33‐fold, luciferase activity in the WT MALAT1 reporter plasmid (Figure 3F). However, knockdown and overexpression of FTO did not have significant effects on luciferase activity in the mutated MALAT1 reporter plasmid (Figures 3E, 3F). Overall, in bladder cancer cells, knockdown of FTO significantly (p < 0.001) decreased the relative expression level (Figure 3G) and half‐life (Figure 3H) of MALAT1 mRNA, whereas FTO overexpression significantly increased, by 2.2‐fold, the relative expression level and half‐life of MALAT1 mRNA (Figure 3I).

Furthermore, the genes encoding common m^6^A reader proteins, including YTHDF2, YTHDF3, and YTHDC2, were silenced in the 253J cells (Figure S1), and we found that YTHDF2 knockdown significantly (p < 0.001) increased, by 1.8‐fold, the transcriptional expression level of MALAT1 (Figure 3J). Results of the RIP assay indicated that YTHDF2 can bind to MALAT1 5′‐end but not to YTHDF3 or YTHDC2 (Figure 3K). The RNA stability assay showed that YTHDF2‐knockdown significantly increased, by 1.2‐fold, the half‐life of MALAT1 mRNA (Figure 3L). Additionally, through establishing MALAT1‐knockdown in 5637 cells (Figures 3M and 3N), we revealed that MALAT1 knockdown could substantially (p < 0.001) block the FTO‐induced increase in cell viability in 5637 cells (Figure 3O).

### 3.3 MALAT1 and MAL2 interact with miR‐384 to regulate cell viability in bladder cancer

Through bioinformatic analysis and sequence alignment, the interaction binding sites between miR‐384 and MALAT1 were predicted from starBase v2.0 (http://rna.sysu.edu.cn/encori/index.php) (Figure 4A). We further established the miR‐384 inhibition or mimic in bladder cancer cells, and we found that miR‐384 inhibitor substantially (p < 0.001) elevated the transcriptional expression level of MALAT1, by 3.7‐fold and 2.8‐fold, in 5637 and 253J cells, respectively, whereas miR‐384 mimics had the opposite effect (Figure 4B). Moreover, miR‐384 mimics substantially (p < 0.001) reduced the luciferase activity of wide‐type MALAT1 reporter plasmid by 90.3% and 89.4% in 5637 and 253J cells, respectively, while miR‐384 mimics had no effect on the luciferase activity of mutant MALAT1 reporter plasmid (Figure 4C). Meanwhile, the viability of 5637 and 253J cells at 72 hours was substantially (p < 0.001), by 1.3‐fold and 1.4‐fold, respectively, stimulated by miR‐384 inhibitor and suppressed by miR‐384 mimics, by 29.8% and 39.4‐fold, respectively (Figure 4D). Furthermore, we also observed that MALAT1 knockdown substantially (p < 0.001) counteracted the promotive effect of miR‐384 inhibitor on cell viability (Figure 4E). Similarly, the interaction binding sites between miR‐384 and MAL2 were predicted from PITA microRNA database (https://genie.weizmann.ac.il/pubs/mir07/mir07_dyn_data.html) (Figure 4F). In the 5637 and 253J cells, miR‐384 inhibitor substantially (p < 0.001) upregulated both the mRNA and protein expression of MAL2, whereas the miR‐384 mimics substantially (p < 0.001) downregulated the mRNA and protein expression levels of MAL2 (Figure 4G). Moreover, miR‐384 mimics also substantially (p < 0.001) reduced the enrichment of MAL2 3′‐UTR in 5637 and 253J cells, by 87.4% and 86.6%, respectively, whereas mutation of MAL2 3′‐UTR counteracted its effect (Figure 4H). Meanwhile, based on the establishment of MAL2 knockdown in 5637 cells (Figure 4I), we detected that MAL2 knockdown substantially (p < 0.001) counteracted the stimulatory effects of miR‐384 inhibitor on MAL2 expression (Figure 4J). The data suggest that MALAT1 may act as a RNA sponge to interact with miR‐384 and further modulation MAL2 expression and promote bladder cancer proliferation.

**FIGURE 4:**
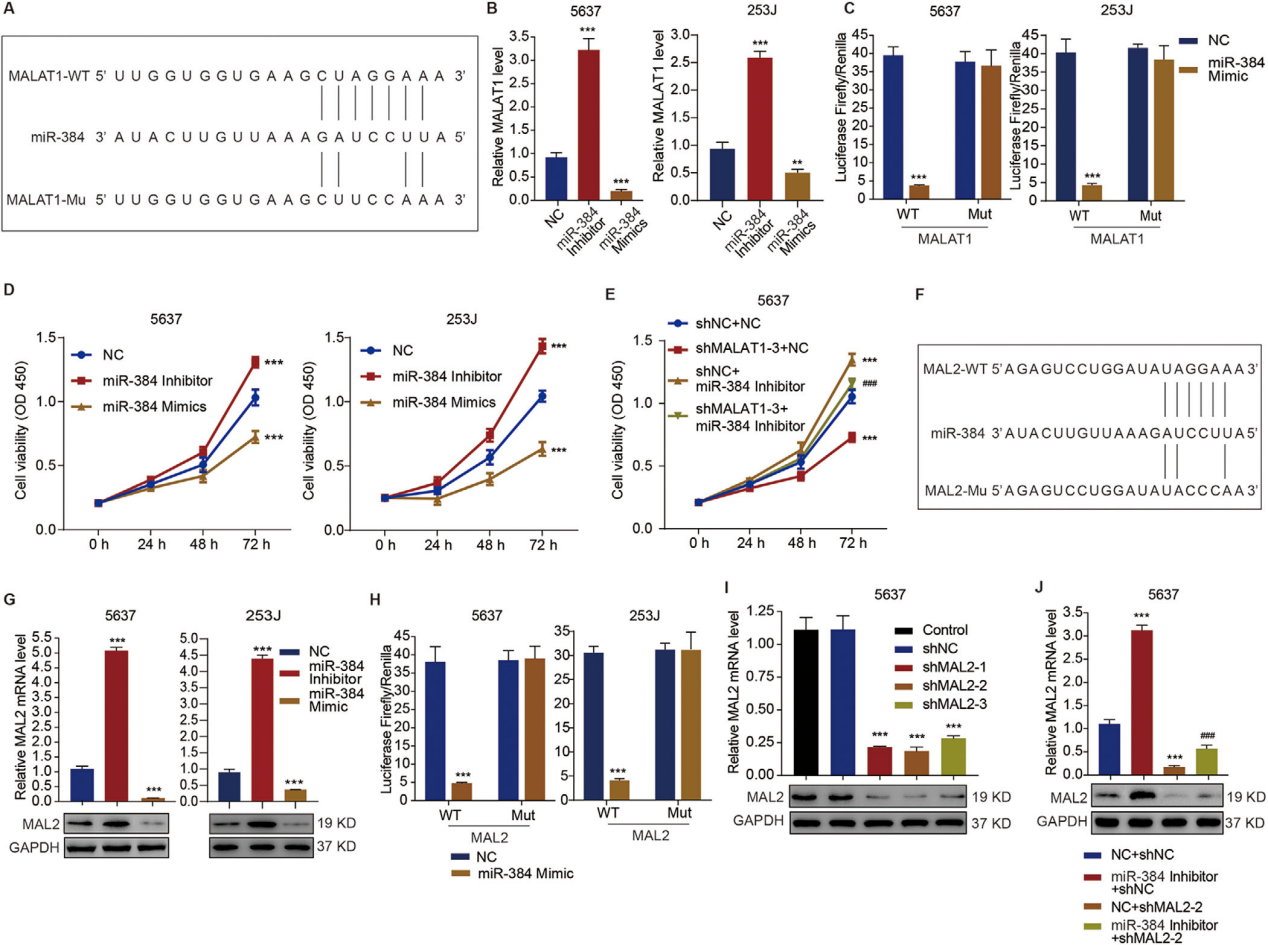
Roles of MALAT1 and MAL2 in miR‐384‐mediated cell viability of bladder cancer cells. (A) The predictive binding between miR‐384 and MALAT1. (B) The expression levels of MALAT1 in 5637 and 253J cells with miR‐384 inhibitor or mimics. (C) Luciferase activity of WT and MUT MALAT1 reporter plasmids in 5637 and 253J cells with miR‐384 mimics. (D and E) Cell viability of 5637 or 253J cells transduced with the indicated constructs. (F) The predictive binding between miR‐384 and MAL2. (G) The mRNA and protein expression levels of MAL2 in 5637 and 253J cells with miR‐384 inhibitor or mimics. (H) Luciferase activity of WT and MUT MAL2 reporter plasmids in 5637 and 253J cells with miR‐384 mimics. (I and J) The expression level of MAL2 in 5637 cells transduced with the indicated constructs. One‐way ANOVA (B, G, I, J) and two‐way ANOVA (C, D, E, H) followed by Bonferroni's post hoc test were used to perform the comparisons. **p < 0.01, ***p < 0.001 compared with NC, shNC, or NC+shNC. ^###^p < 0.001 compared with shNC+miR‐384 inhibitor

### 3.4 FTO promotes bladder cancer cell viability and tumor growth via the MALAT1/miR‐384/MAL2 axis

We further investigated the functional roles of FTO in the MALAT1/miR‐384/MAL2 axis. The knockdown of FTO in 253J cells (Figure 5A) and T24 cells (Figure 5B) significantly (p < 0.001) downregulated MAL2 at the transcriptional level. In contrast, FTO overexpression in 5637 cells significantly upregulated the mRNA level of MAL2 by 3.0‐fold (Figure 5C). Meanwhile, MALAT1 knockdown significantly (p < 0.001) counteracted the upregulation of the mRNA and protein levels of MAL2 induced by FTO overexpression (Figure 5D) and miR‐384 inhibitor (Figure 5E).

**FIGURE 5:**
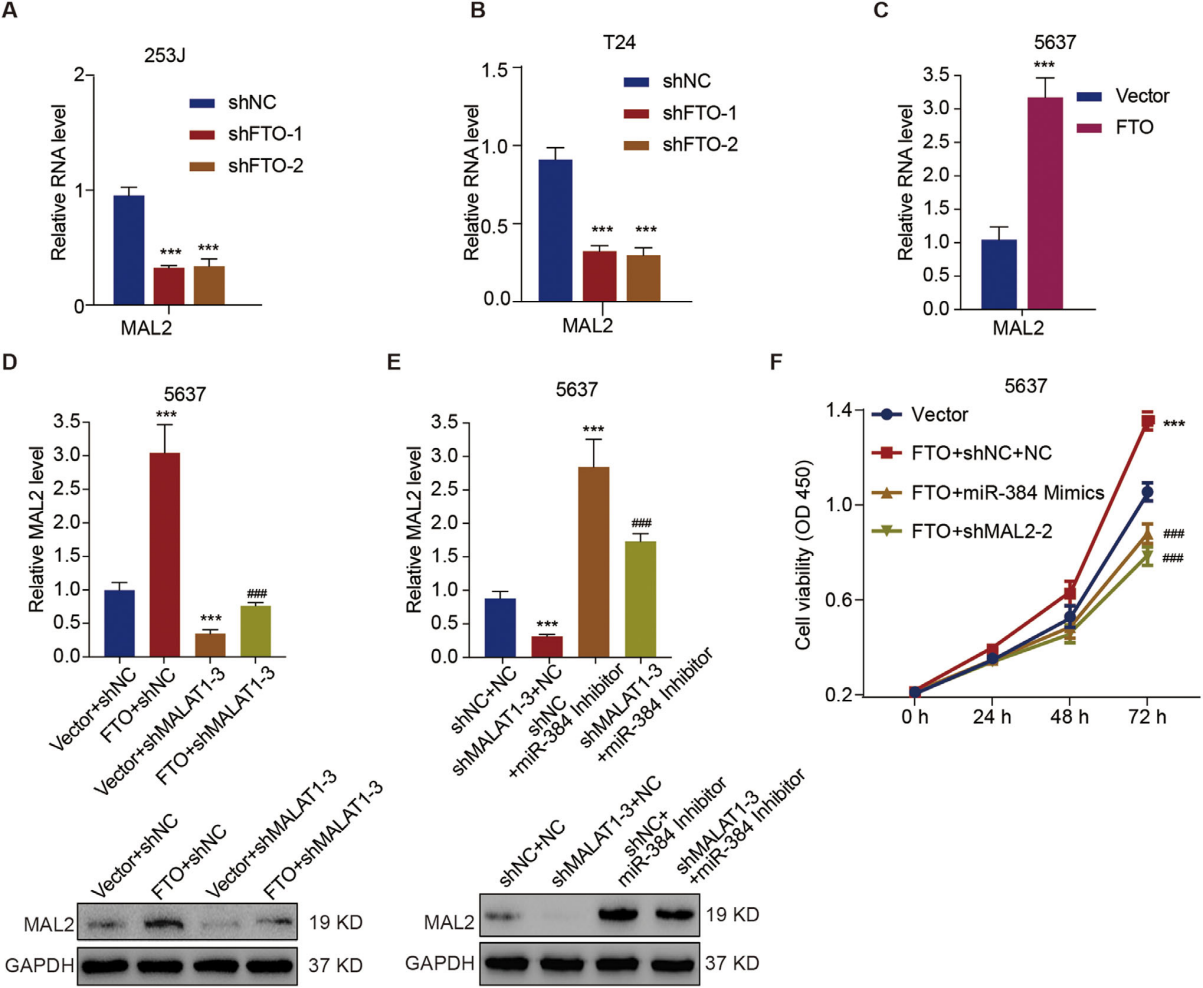
Effects of the MALAT1/miR‐384/MAL2 axis on the promotion of bladder cancer cell viability by FTO. The relative mRNA levels of MAL2 in FTO‐knockdown 253J cells (A) and FTO‐knockdown T24 cells (B). (C) The relative mRNA levels of MAL2 in FTO overexpression 5637 cells. (D and E) The expression level of MAL2 in 5637 cells transduced with the indicated constructs. (F) Cell viability of 5637 cells transduced with the indicated constructs. Unpaired *t*‐test (C) and one‐way ANOVA (A, B, D, E) and two‐way ANOVA (F) followed by Bonferroni's post hoc test were used to perform the comparisons. ***p < 0.001 compared with shNC, Vector, Vector+shNC, or shNC+NC. ^###^p < 0.001 compared with FTO+shNC, shNC+miR‐384 inhibitor, or FTO+shNC+NC

Based on an in vitro cell assay, we found that both miR384 mimics and MAL2 knockdown significantly (p < 0.001) counteracted the promotive effect of FTO overexpression on cell viability in 5637 cells (Figure 5F). Simultaneously, based on an in vivo xenograft model, we observed that mice injected with MAL2‐silenced 5637 cells developed significantly smaller tumors (Figure 6A) and had a considerable counteraction of the stimulatory effect of FTO overexpression on tumor development, reflected by the volume (Figure 6B), weight (Figure 6C), and cell proliferation (Figure 6D) of tumor. In addition, FTO overexpression in 5637 cells could upregulate the protein expression of MAL2 in xenograft tumors tissues (Figure 6E). These data indicate that FTO promotes MALAT1/miR384/MAL2 axis‐dependent cell proliferation in bladder cancer cells.

**FIGURE 6:**
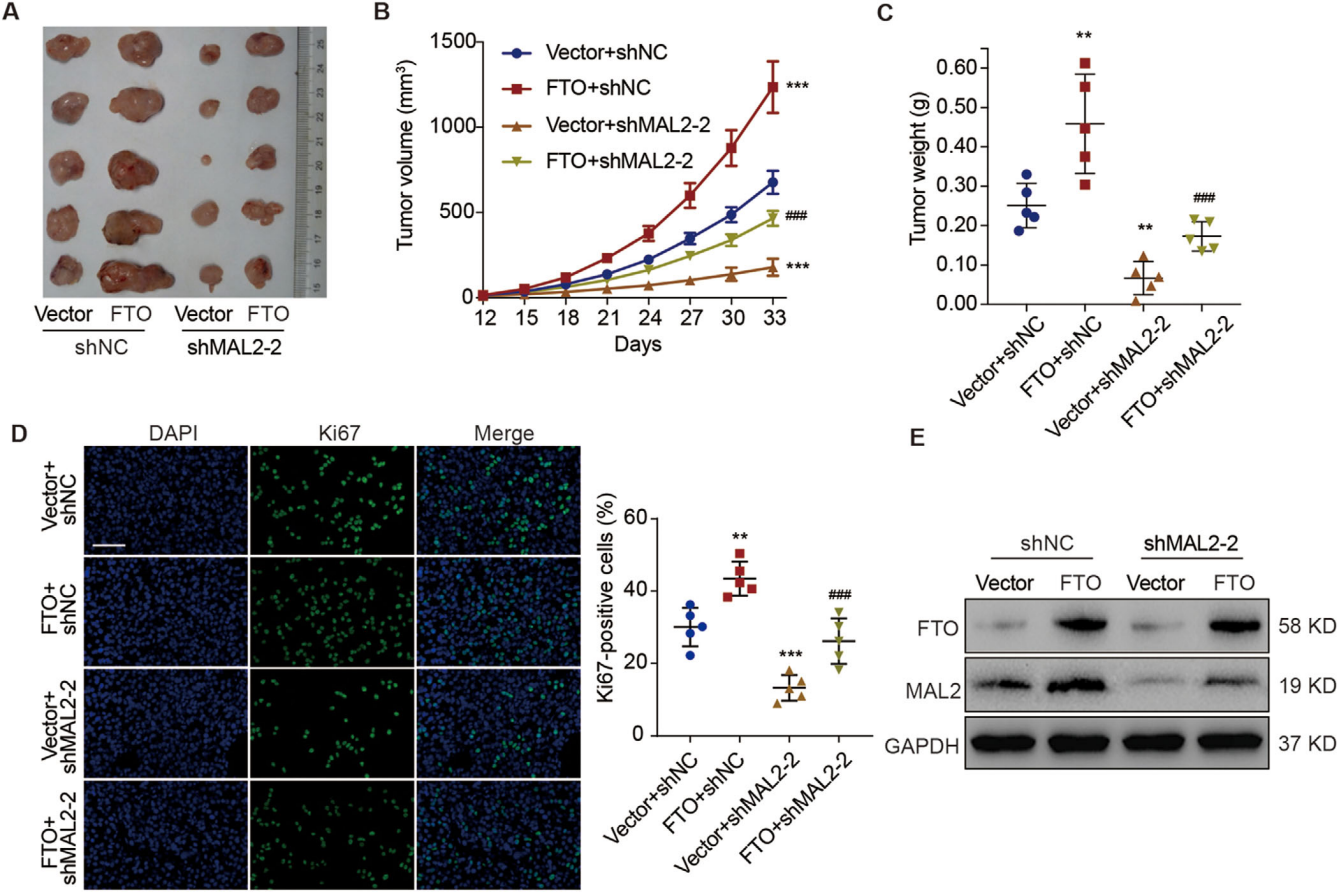
Role of MAL2 in FTO‐mediated tumor growth in bladder cancer. (A) Representative photographs of tumors in mice (n = 5 per group) injected with 5637 cells stably transduced with the indicated constructs at day 33. (B) Tumor volumes of the xenografts. (C) Tumor weights at day 33. (D) Ki‐67 immunofluorescence staining of the xenograft tumors. Scale bar: 100 μm. (E) The protein levels of FTO and MAL2 in the xenograft tumors. One‐way ANOVA (C, D) and two‐way ANOVA (B) followed by Bonferroni's post hoc test were used to perform the comparisons. **p < 0.01, ***p < 0.001 compared with Vector+shNC. ^###^p < 0.001 compared with FTO+shNC

### 3.5 FTO, MALAT1, miR‐384, and MAL2 are clinically relevant in bladder cancer patients

In the quantification analysis of the FTO, MALAT1, miR‐384, and MAL2 expression in the tissues collected from cohort 1, we determined their clinical relevance. Firstly, the expression levels of MALAT1 (Figure 7A) and MAL2 (Figure 7B) were significantly (p < 0.001) increased, by 2.9‐fold and 3.0‐fold, respectively, in the tumorous tissues of bladder cancer patients, whereas the expression level of miR‐384 (Figure 7C) was significantly (p < 0.001) decreased, by 66.3%, compared with the normal tissues. FTO and MALAT1 expressions were significantly correlated (r = 0.5231, p = 0.0073; Figure 7D). Similarly, FTO and MAL2 expressions were also highly correlated (r = 0.6113, p = 0.0012; Figure 7E). However, a significant negative correlation between MALAT1 and miR‐384 expressions was detected (r = ‐0.6940, p = 0.0001; Figure 7F) and between miR‐384 and MAL2 expressions (r = ‐0.5590, p = 0.0037; Figure 7G). In dividing the tissues from cohort 2, the quantification of MAL2 protein expression scores (Figure 7H), demonstrated that the protein expression of MAL2 was markedly (p = 0.0044) correlated with the survival rate in the bladder cancer patients (Figure 7I). In addition, a significant correlation was found between MAL2 expression and the smoking status (p = 0.0192) and pathologic stage (p = 0.0104) of the bladder cancer patients in cohort 2 and between MAL2 expression and FTO expression (Table 5).

**FIGURE 7:**
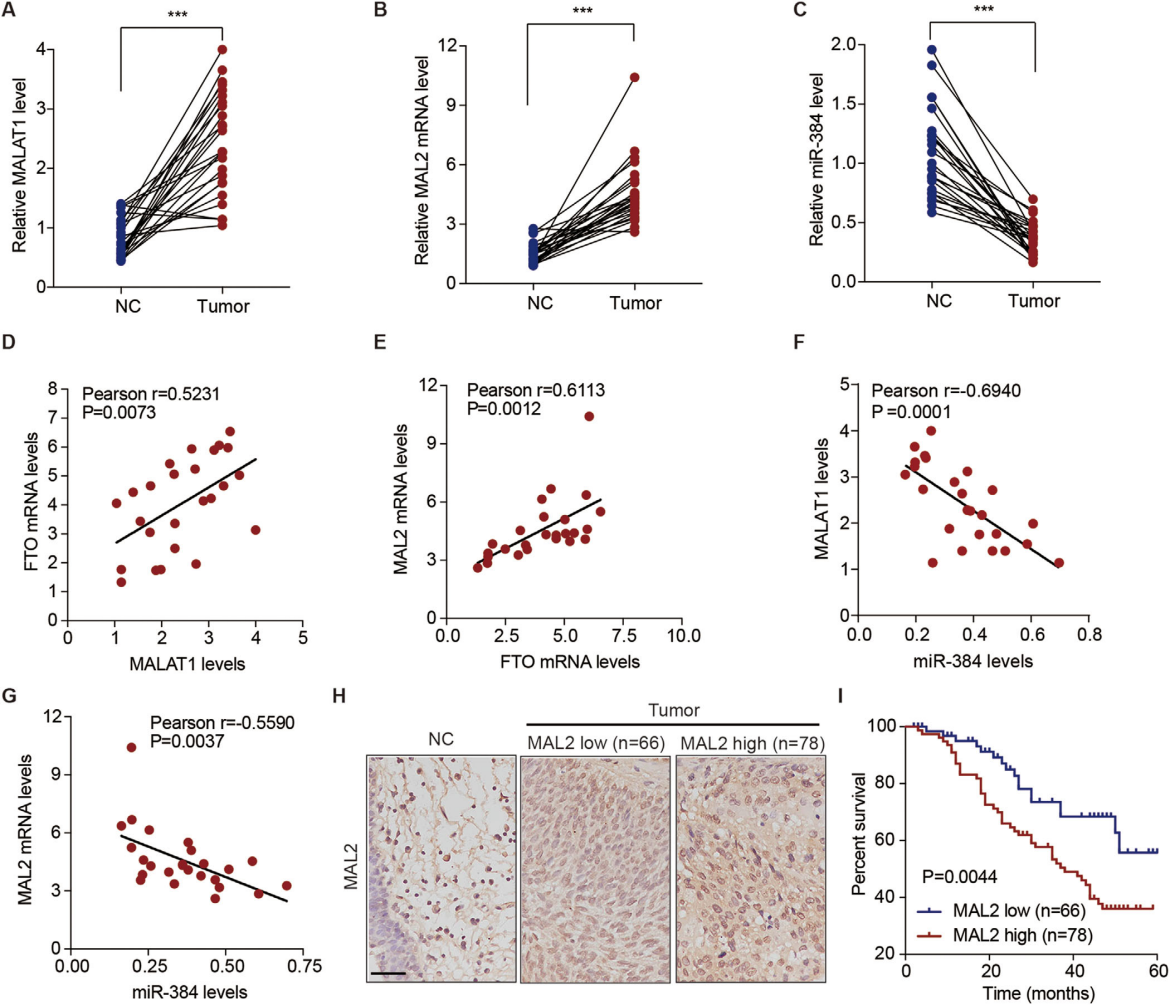
MALAT1, miR‐384, and MAL2 expression in bladder cancer tissues and correlation analyses. The expression levels of MALAT1 (A), MAL2 (B), and miR‐384 (C) in tissues from bladder cancer patients in cohort 1, with comparisons between (n = 25 for each) normal (NC) and tumor paired bladder tissues. (D–G) Pearson's correlation scatterplots of bladder cancer tissues from the patients in cohort 1. (H) The protein expression levels of MAL2 based on the IHC scores of bladder cancer tissue microarrays from the patients in cohort 2, with comparisons among the normal (NC; n = 10), low expression (n = 66), and high expression (n = 78) bladder tissue groups. Scale bar: 100 μm. (I) Kaplan–Meier plots for the overall survival curve of bladder cancer patients, which are based on the MAL2 protein expression levels according to IHC scores from the patients in cohort 2. (A–C) The Mann–Whitney U test was used to perform comparisons between two groups. (I) The log‐rank test was used to perform comparisons among three or more. ***p < 0.001

**TABLE 5:** Clinicopathological features of bladder cancer patients and MAL2 expression

	MAL2		
Clinicopathological parameter	Low group, number of patients	High group, number of patients	*p* value
**Age**			0.1501
≤55	35	32	
>55	31	46	
**Sex**			0.3366
Female	28	27	
Male	38	51	
**Tumor size (cm)**			0.2538
≤4	32	40	
>4	44	38	
**Smoke**			0.0192
Yes	26	46	
No	40	32	
**Pathologic stages**			0.0104
pTa‐T1	42	30	
pT2‐T4	24	48	
**FTO level**			0.0071
Low	34	32	
High	23	55	

p < 0.05 represents statistical significance (chi‐square test).

## 4 DISCUSSION

The association between polymorphisms of the FTO gene and the clinical implications of multiple human cancer types has been reported previously.^18^ Despite the fact that Wen et al suggested that FTO is downregulated in bladder urothelial carcinoma,^19^ which was a claim based on mRNA and protein analyses of tissue samples collected from a hospital patient and microarray cohort, we demonstrated that FTO is upregulated in the tumor xenografts obtained from bladder cancer patients. The differences in tissue sample sources, patient conditions, and time of collection might explain these opposing findings. Moreover, FTO protein expression is clinically related to multiple clinicopathological traits of bladder cancer and is highly related to the prognosis in patients, which are consistent with the findings of a research that suggested that FTO expression is connected with the occurrence and prognosis of gastric cancer.^20^ Consequently, we proposed that FTO could be an important molecular biomarker and prognostic indicator of bladder cancer patients.

In the majority of bladder cancer cell, an upregulation of FTO expression at both the mRNA and protein levels was shown. This was true for all of the cell lines except the 5637 cell line. Previous studies have reported differential levels of p‐Akt/total Akt between two subtypes of bladder cancer cell lines: p‐Akt/total Akt was low in basal bladder cancer cell lines (SCABER and 5637) and high in either basal/luminal bladder cancer cell lines (T24 and J82),^21^ and transcription factor SP1 serves as a downstream protein in the PI3K/AKT signaling pathway, binding to the FTO promoter and activating transcription.^22^, ^23^ Therefore, the different levels of the Akt/SP1 signaling axis in bladder cancer cell lines may contribute to different FTO expression levels. Moreover, differences in the subtypes (transitional or squamous cell carcinoma) and grades of differentiation, which further the degree of malignancy, in bladder cancer cell lines also may be linked to different FTO expression levels. Hence, future research on the expression of FTO in different bladder cancer cell lines should be performed. On the other hand, FTO was found to be able to stimulate cell viability and facilitate tumor growth in bladder cancer cells. In fact, an oncogenic role of FTO has been suggested by multiple studies, in which FTO was reported to positively influence proliferation and survival of tumor cells but inhibit cell death and differentiation in various types of human cancer cells.^20^, ^24^, ^25^ The current study only focuses on the functional roles of FTO in bladder cancer by analyzing cellular viability *in vitro and tumor* development in vivo. Hence, future research on its functions in other hallmark characteristics of bladder cancer should be performed. For example, FTO might also participate in the restriction of programmed cell death or suppression of cell differentiation, cellular metabolic reprogramming, and even chemoresistance.^5^, ^15^

The main functions of FTO in tumorigenesis are attributed to its characteristic of being an m^6^A demethylase.^26^ The m^6^A modification on mRNA can modulate the expression of cancer‐related genes at the post‐transcriptional level by either enhancing the stability of mRNA or by increasing the translation efficiency of mRNA through recognizing m^6^A reader proteins.^26^, ^27^ In this study, we detected that FTO can facilitate suppression of the m^6^A modification of MALAT1 5′‐end, thus enhancing the half‐life and expression of MALAT1 mRNA. Moreover, silencing of the m^6^A reader protein YTHDF2 enhanced the stability and activity of MALAT1 mRNA. These findings indicate that FTO can regulate MALAT1 through m^6^A demethylation to compromise its mRNA stability and downregulate its cellular expression. However, MALAT1, as one of the long noncoding RNAs that epigenetically and post‐transcriptionally regulates gene expression, has been associated with the tumorigenesis of most cancer types, including bladder cancer.^28^ In the present study, we also observed that MALAT1 knockdown inhibits cell viability in bladder cancer cells, whereas FTO overexpression compromised this inhibitory effect, which demonstrates that the regulatory role of FTO in bladder cancer cell viability is based on its function in MALAT1 demethylation.

Furthermore, the interaction between MALAT1 and miR‐384 was identified in this study, and both of these genes participate in regulating bladder cancer cell viability. In fact, the involvement of miRNA in regulating MALAT1 expression has been documented in the literature, in which several miRNAs target and bind MALAT1 to induce its degradation.^29^ Meanwhile, it is suggested that miR‐384 inhibits the tumorigenesis of renal cancer through regulating cyclin‐dependent kinase 6,^30^ which supports our finding that miR‐384 suppresses bladder cancer cell viability. Moreover, in accordance with a previous study that revealed the inhibitory effect of MALAT1 on glioma tumorigenicity via regulating miR‐384,^31^ we also found that MALAT1 and miR‐384 interact with and modulate the expression level of each other, which further regulates the viability of bladder cancer cells.

Similarly, we also detected the miR‐384‐MAL2 interaction. Previously, it was revealed that microRNA can bind to MAL2 3′‐UTR and suppress its expression.^32^ Correspondingly, miR‐384 downregulated the MAL2 level in this study as well. The novel family member of MAL proteolipid, MAL2, is known to bind with tumor protein D52, thus participating in regulating the tumorigenicity of multiple human cancer types.^33^, ^34^, ^35^ Accordingly, we found that MAL2 silencing could reduce the viability of bladder cancer cells, indicating that it has an oncogenic role in bladder carcinogenesis. In addition, MAL2 was also highly expressed in bladder tumor cells, and its expression associated strongly with the survival rate and clinicopathological traits of bladder cancer. These findings reveal the potential of MAL2 for serving as a prognostic biomarker for bladder cancer, which is supported by the findings from previous studies on the association between MAL2 and prognostic conditions of breast, colorectal, and pancreatic cancers.^34^, ^36^, ^37^

In previous studies, FTO and microRNA genes were demonstrated to be capable of interacting with and affect each other in adipose and tumor tissues, thus regulating adipogenesis and tumorigenesis.^38^, ^39^ In the current study, we illustrated that FTO could suppress the transcript level of miR‐384, and it could induce subsequent upregulation of MAL2 expression as well. Considering the abovementioned findings related to FTO and MALAT1, as well as the clinical relevance of FTO, MALAT1, miR‐384, and MAL2, we speculate that FTO directly catalyzes MALAT1 demethylation, interferes with the interplays among MALAT1, miR‐384, and MAL2, and, consequently, indirectly regulates the cellular levels of miR‐384 and MAL2.^40^, ^41^, ^42^, ^43^, ^44^ Although we have demonstrated that FTO can influence the cell viability and tumorigenicity of bladder cancer through regulating the MALAT1/miR‐384/MAL2 axis, the detailed molecular mechanisms of the interactions among these four factors, which are correlated with bladder cancer and clinically relevant with each other, warrant further investigation.

In summary, the FTO gene is identified as an oncogenic gene involved in the tumorigenesis of bladder cancer. A high expression of FTO is detected in tumor tissue and is clinically related to the pathological traits of bladder cancer, suggesting that FTO is a potential biomarker for either the diagnosis or clinical prediction of bladder cancer. Moreover, FTO promotes the tumorigenicity of bladder cancer, specifically stimulating tumor growth in vivo and cellular viability in vitro. We demonstrate that the mechanism underlying the oncogenic effect of FTO is based on its capability of MALAT1 demethylation and the regulatory functions on the MALAT/miR‐384/MAL2 axis, which are three of the crucial molecular biomarkers clinically relevant to bladder cancer. Therefore, we have systematically illustrated the oncogenic role of FTO in bladder cancer and its molecular mechanism in the process. This study provides a solid foundation for further validation and development of FTO as diagnostic predictor, prognostic marker, or even therapeutic target for bladder cancer.

## CONFLICT OF INTEREST

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## AUTHOR CONTRIBUTIONS

Le Tao, Xingyu Mu, and Zhihua Zhou designed studies, analyzed, and wrote the manuscript. Xingyu Mu, Haige Chen, Yuyang Zhao, and Jie Fan conducted the in vitro and in vivo experiments and data analysis. Di Jin, Ruiyun Zhang, and Ming Cao collected the patient samples, follow‐up information, and performed the clinical data analysis. Le Tao and Zhihua Zhou performed the bioinformatics analysis. All the authors read and approved the final manuscript.

## AVAILABILITY OF DATA AND MATERIALS

The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supporting information

SUPPORTING INFORMATION Click here for additional data file.

SUPPORTING INFORMATION Click here for additional data file.

SUPPORTING INFORMATION Click here for additional data file.

# Supplementary material for: FTO modifies the m6A level of MALAT and promotes bladder cancer progression
**Source:** Clin Transl Med. 2021 Feb 1;11(2):e310. doi: 10.1002/ctm2.310
**Supplement:** Supplementary file 1 — SUPPORTING INFORMATION

**FTO modifies the m6A level of MALAT and promotes bladder cancer progression**

Le Tao^1,^*, Xingyu Mu^2,^*, Haige Chen^1,^*, Di Jin^1^, Ruiyun Zhang^1^, Yuyang Zhao^2^, Jie Fan^2^, Ming Cao^1^, Zhihua Zhou^3^

*Contributed equally to this work

**Running title:** FTO/MALAT/miR-384/MAL2 axis in bladder cancer

**FUNDING**

This work was supported by the National Natural Science Foundation of China (81702502, 81902594 and 81902562) and Shanghai Municipal Commission of Health Planning (201740024).

**
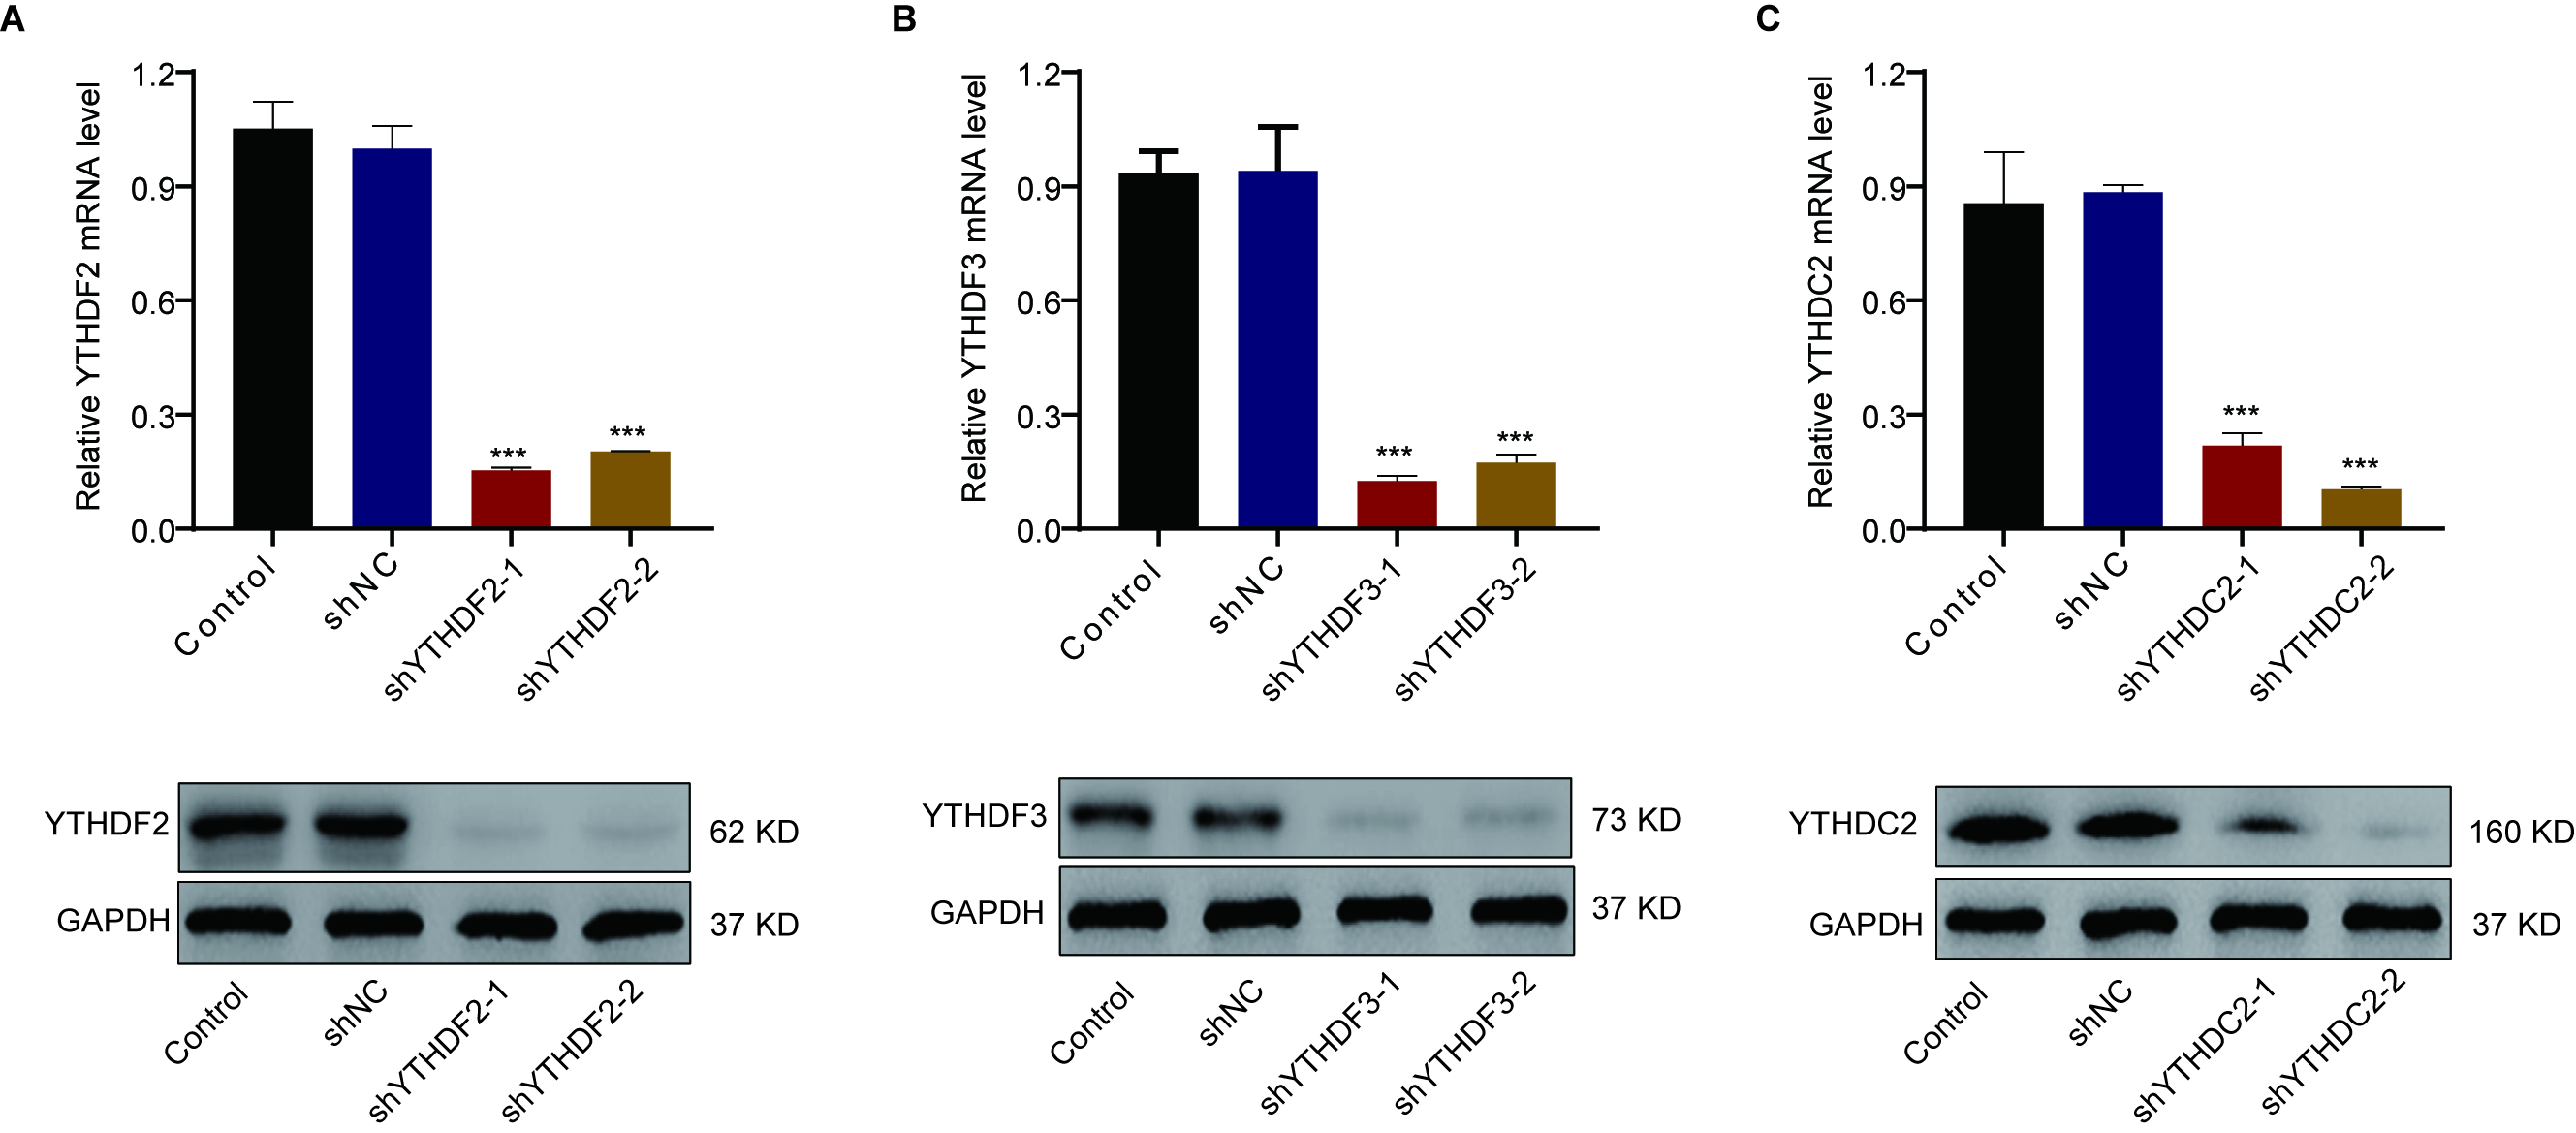
**

**Figure S1. YTHDF2, YTHDF3 and YTHDC2 knockdown in bladder cancer cells.** The 253J cells were transduced with YTHDF2, YTHDF3, or YTHDC2 shRNA vectors. The mRNA and protein levels of YTHDF2 (A), YTHDF3 (B), and YTHDC2 (C) were measured by real time PCR and western blot, respectively. One-way ANOVA followed by Bonferroni’s post hoc test was used for comparisons. ****P*<0.001 compared with shNC.

How the deposited data were processed for this re-analysis (not part of the article)

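RNA-seq of 253J bladder cancer cells was analysed from 3 control and 3 FTO-knockdown samples. The authors deposited 1 file of counts per sample, and these counts of reads per gene were not normalized. The submitters' processing notes name TopHat2 2.0.11, HTSeq and the builds hg19 and GRCh37, and the other upstream settings are not given in the sources used here. The files hold no rows for unassigned reads. Samples were grouped by their labels, and the replicate numbers 1 to 6 are not shared between the groups. Total counts ranged from 10991789 to 19891269 (median 16183317) in the controls and from 13162731 to 15709975 (median 13547263) in the FTO-knockdown samples.

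From the counts, edgeR 4.0.16 in R 4.3.3 removed genes with low counts (filterByExpr, minimum count 10, minimum total 15), scaled the libraries by TMM and fitted a quasi-likelihood model with the group as the only term. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 14965 genes tested, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes, except for genes near silent in the controls and markers of other cell types, whose CPM use library totals. Gene symbols came from a table of gene IDs, and lengths, GC content and coordinates from GENCODE 29 on GRCh38, matched by gene ID without its version, so the build used for counting is not settled by this match.

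The gene lists of the ATF4 response, synthetases, chaperones, ribosomal proteins, intestinal markers and osmotic stress, and single genes of others, were written after Table S2 had been read. Each list with at least 3 members tested, 21 in all, was tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists. An estimated correlation and fry were alternatives. Named genes were drawn from those the paper names, the 10 largest changes in each direction among genes past the threshold with an average log2 CPM of at least 3, a symbol and no overlap of the groups, up to 4 members in each direction of each list past the threshold, and up to 2 members of each other list, and not all of them are printed. Genes outside this rule are said to be chosen after their values were seen.

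The test was run on simulated data drawn from the means of these libraries. At 3 libraries per group it recovered 49.3% of 67 genes changed by 1.5-fold, 77.6% of 67 changed by 2-fold and 97.0% of 66 changed by 4-fold, among 14732 genes tested. In a first draw 21 of 187 calls (11.2%) were false, which exceeded the limit first set for this test. Over 10 further draws 131 of 1767 calls (7.4%) were false, more than the nominal share, and 67.9% of these false calls lay among the genes with the widest spread. The test was then judged on the mean over the further draws, with a wider limit. The first draw gave 187 calls, against 2913 higher and 2684 lower genes in the data. The shares recovered and false may therefore not carry over to these data. Counts of called genes may still hold more false calls than the threshold states.

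The gene lists, the rule for naming genes and these alternatives were set before the data were examined, in the sense of the deposited counts, but Table S2, the paper's own result from these samples, had been read by then. The alternatives were other scalings (DESeq2-type size factors, upper-quartile factors, library totals alone, TMM without ribosomal protein genes), no filter and a stricter filter of 10 counts in every library, DESeq2 1.42.0, limma voom, leaving out each library, and other thresholds. Mitochondrial genes were listed at 0, so leaving them out of TMM changed nothing. A correction for transcript length and GC content, DESeq2 with a prior on fold changes (with 3 settings of its independent filtering), and leaving out FTO-knockdown replicates 4 and 5 were added after seeing the data. The m6A-seq data and the peaks of Table S1 were not analysed here. Of Table S2, the first 1998 genes were held, with an adjusted p there of at most 0.000939. Comparisons with Table S2 cover these genes alone.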

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

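Apart from the test of depth, the tests reported here, that is of mixed RNA, fibroblast markers, a knockdown effect alike in each library, other splits of the libraries, and the ribosomal protein and ATF4 response lists, were chosen or given their bounds after some or all of the values had been seen.

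Of 21 gene lists tested, 11 lists outside the genes that the paper discusses passed the threshold in camera, with these median log2 fold changes. They were -0.96 for the ATF4 amino acid response, -0.34 for the aminoacyl-tRNA synthetases, 0.63 for the heat shock chaperones, -0.70 for the ribosomal proteins, -0.0045 for the intestinal secretory markers, 0.57 for the p53 targets, 0.56 for the interferon-stimulated genes, 1.15 for epithelial-mesenchymal transition, 1.20 for osmotic stress, 1.39 for the histones and 0.76 for NF-kB targets. None of these lists passed with an estimated correlation. Correlation between members does not account for this in every list. For the interferon-stimulated genes the estimate was -0.003, below the preset 0.01, yet the adjusted p from camera was 0.051, against 8.92e-06. In the other lists the estimate lay above the preset, from 0.0172 (osmotic stress) to 0.75 (ribosomal proteins). The 10 splits of the 6 libraries into groups of 3 are too few for a share under 0.05. The real split passed 11 lists and the highest of the other splits passed 12, and 3 of the 10 splits passed at least as many. For genes, 1 of 10 splits reached the real counts of 2913 higher and 2684 lower, and the highest of the other splits called 0 by edgeR.

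In FTO-knockdown replicates 4 and 5, 871 and 1065 genes had at least 5 counts although they had at most 3 over the controls, which the paper does not report, and counted against 2 controls the numbers were at least 994, 1219 and 144 in FTO-knockdown replicates 4, 5 and 6 and 42, 126 and 341 in control replicates 1, 2 and 3. A difference in depth is argued against, since after thinning every library to 10991789 counts the lower of replicates 4 and 5 still had 9.37 times as many such genes as replicate 6. Fibroblasts as the source are argued against, since 3 of 11 fibroblast markers (COL1A1, COL1A2 and COL5A1) reached 10 CPM in both replicates, although 6 of 10 were higher in the test without a filter, while COL3A1 stood at 0.148 and 0.0637 CPM and LUM at 1.48 and 1.40 CPM. RNA of other cells mixed into the 2 replicates stays open as a hypothesis, since of the genes that differed at least 2-fold from replicate 6, 82.6% (replicate 4) and 86.6% (replicate 5) were higher, between the bounds set for and against it, the most abundant of the genes near silent in the controls were COL6A2 (171 and 254 CPM) and SPP1 (193 and 225 CPM), and over 593 such genes the CPM in replicate 5 was 1.21 times that in replicate 4 with little scatter around it (chi-square per degree of freedom 1.51), which 1 source at different shares would give, but also a response alike in both replicates. A knockdown effect alike in each library would need replicate 6 to have at least 0.5 times as many such genes as the highest library, and it had 0.075 times as many at the lowest FTO of the 3 (15.8 CPM, against 20.2 and 20.7), but a single library does not exclude it, and an effect that arose in some samples only was not tested.

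The fall of ribosomal protein genes went along with a trend of the log2 fold change on transcript length (rho = 0.38 across genes, which are not independent replicates) and GC content (rho = -0.26). After a correction for both, the median of the 79 genes was -0.588 (interquartile range 0.287), against -0.703 (interquartile range 0.181) before. This argues against a trend on the annotated lengths and GC content as the whole cause. The lengths of the transcripts expressed are not known from counts per gene, so a trend on those is not excluded. The median nearest to 0 over the 4 other scalings was -0.579, which argues against the scaling as the cause. An effect of FTO knockdown and a difference in culture or RNA handling between the groups stay open and were not tested.

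The ATF4 response genes had a median of -1.38 without FTO-knockdown replicates 4 and 5, against -0.964 (interquartile range 1.06) with them. This goes against RNA mixed into those replicates as the cause, but it rests on 1 library and does not exclude it. The median was -0.932 (interquartile range 1.07) after the correction for length and GC content, and -0.843 under the scaling nearest to 0. These values argue against both as the cause, with the same limit on the annotated lengths. An effect of FTO knockdown, of the siRNA on other transcripts, or of the medium and density of the cultures stays open and was not tested.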

How the results depend on the processing

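A length and GC correction, DESeq2 with a prior on fold changes (3 settings), and leaving out FTO-knockdown replicates 4 and 5 (1 library, assumed to vary like the controls) were chosen after seeing the data. No paired analysis was possible because the control samples (1 to 3) and the FTO-knockdown samples (4 to 6) share no replicate number. Leaving out single replicates, the number of higher genes ranged from 1383 to 3826 and of lower genes from 1589 to 2928. Fewer samples were tested there. It was 970 and 926 without replicates 4 and 5, 1411 and 1338 at an adjusted p under 0.01, 626 and 307 at a fold of at least 2, and 1411 and 1253 at a fold of at least 1.5. With library totals alone, 4088 were higher and 1787 lower, and the median log2 fold change of all genes moved to 0.126, from 0.0057. In the fit without replicates 4 and 5, 1 gene called higher was called lower, and in the other alternatives with a fit of their own it was 0. Leaving out single replicates, the log2 fold change ranged from -0.74 to -0.47 for FTO, from -0.50 to -0.29 for MALAT1 and from -0.54 to -0.34 for MAL2. FTO and MALAT1 were at -0.91 and -0.73 after the length and GC correction, and at -0.83 and -0.67 without replicates 4 and 5. With library totals alone, FTO (-0.46) and MALAT1 (-0.27) did not pass (adjusted p of 0.0576 and 0.0844), and without replicates 4 and 5 MAL2 (-0.23) did not pass (adjusted p = 0.314). The adjusted p over all alternatives ranged from 0.00115 to 0.113 for FTO, from 0.00217 to 0.119 for MALAT1 and from 0.000616 to 0.314 for MAL2. Of 1870 values of 99 other named genes under the alternatives, 1701 kept direction and side of the threshold, 157 no longer passed, 9 newly passed and 3 reversed. MKI67 was at -0.0030 after the length and GC correction, and without replicates 4 and 5 STC2 was at -6.34 (0 counts in replicate 6) and ATF3 at -0.52. With an estimated correlation the medians stay and no list passes. This holds for the ATF4 response (-0.964), synthetases (-0.339), chaperones (0.633), ribosomal proteins (-0.703), intestinal markers (-0.0045), p53 targets (0.57), interferon-stimulated genes (0.563), epithelial-mesenchymal transition (1.15), osmotic stress (1.20), histones (1.39) and NF-kB targets (0.762). With fry, epithelial-mesenchymal transition (1.15) and intestinal markers (-0.0045) did not pass, and basal urothelial markers (0.219) and the unfolded protein response (0.137) did. Intestinal markers also did not pass with DESeq2-type factors (-0.0085), upper-quartile factors (-0.029) or the stricter filter (-0.0015), and ranged from -0.051 to 0.068 without single replicates. Fatty acid synthesis (-0.168) and glycolysis (0.185) passed after the length and GC correction. Without the filter, long noncoding RNAs (-0.345), fibroblast markers (3.42) and leukocyte markers (2.27) passed, the last also without knockdown replicate 6 (8.51). Without single replicates, basal markers ranged from 0.167 to 0.321, glycolysis from 0.173 to 0.248, noncoding RNAs from -0.42 to -0.248 and fibroblast markers from 2.27 to 6.86, each passing in at least 1 of these. Beyond fewer samples or genes, the cause was not tested. At these depths the simulated test recovered 49.3% of 67 changes of 1.5-fold. It made 187 calls in its first draw, fewer than the data gave, so that share may not carry over. Smaller changes can still be missed.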

Differences from the paper's values

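The DESeq2 fits with a prior on fold changes were chosen after seeing the paper's values.

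The paper's counts of 2657 raised and 2332 lowered genes and the 2913 and 2684 genes found here lie within 1.5 times of each other. The sentence of the paper that gives its counts names no threshold. The paper's methods set a general significance level of 0.05, and its text names it for changed transcripts with hypermethylated peaks. Neither place says whether that level was adjusted. With that level left unadjusted, edgeR called 3687 genes higher and 3459 lower here. Among the alternatives set before the data were examined, upper-quartile factors came near the paper's raised count (2647, with 2915 lowered), and the absence of a filter near its lowered count (2338, with 3724 raised). Also set before, limma voom came near the raised count (2690, with 2611 lowered) and DESeq2 near the lowered count (2295, with 2853 raised). In all, 3 settings of DESeq2 with a prior on fold changes were looked at beside the paper's counts, after seeing the values. They gave 2637 and 2318 as DESeq2 sets its independent filtering, 2651 and 2333 with that filtering set for an adjusted p of 0.05, and 2275 and 2010 without it, and each leaves 1 of the 1998 genes of Table S2 held here uncalled, while the filter on low counts used with edgeR removes 44 and edgeR calls the other 1954.

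Fig. 3G and Fig. 5A report Q-PCR in 253J cells with shRNA, which are other samples than the libraries used here. The paper's level of FTO relative to control is about 0.20 in Fig. 3G, read by eye, and the RNA-seq level here was 0.672. For MALAT1 the paper's level is about 0.33 in Fig. 3G, read by eye, against 0.761. For MAL2 the paper's level is about 0.35 in Fig. 5A, read by eye, against 0.747. None of the alternatives set before the data were examined brought these 3 values within the paper's. The direction was the same for all 3 genes.

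Of 66 named genes that are among the genes of Table S2 held, 14 had log2 fold changes that differ from the paper's by more than the larger standard error. All 1954 of the genes held that were tested here had the sign of the paper's value. The genes held have an adjusted p of at most 0.000939 in Table S2, which comes from the same samples. Their shared sign, and their being called by edgeR, is therefore no independent test of the paper's values. The paper's value is -2.66 for CHAC1 (here -2.94), -2.30 for ASNS (here -2.73), -1.24 for NUPR1 (here -2.29) and -1.45 for SPDEF (here -1.96). It is 1.44 for IGF2BP3 (here 2.81), 2.16 for KRT20 (here 2.43), 2.10 for MUC2 (here 2.35), 1.70 for SAMD9 (here 2.97) and 1.14 for H1-2 (here 1.39). It is 1.34 for H2BC12 (here 1.68), 1.37 for H2BC21 (here 2.58), 2.49 for UCA1 (here 3.25), 2.19 for PTGS2 (here 2.97) and 1.50 for TNFAIP3 (here 2.23). Among the alternatives set before the data were examined, the difference closed for CHAC1 with library totals alone and without control replicate 3 or knockdown replicate 6, for KRT20 without control replicate 3 or knockdown replicate 6, and for MUC2 without control replicate 2 or knockdown replicate 6. It closed for H2BC12 and TNFAIP3 without control replicate 2 or knockdown replicate 5. For H1-2 it closed with upper-quartile factors, DESeq2, limma voom, and without control replicate 1 or 2 or knockdown replicate 4 or 5. For ASNS, NUPR1, SPDEF, IGF2BP3, SAMD9, H2BC21, UCA1 and PTGS2 it closed under none of them. With the prior on fold changes, chosen after seeing the values, all 14 lie within the larger standard error.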

Other observations

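The length and GC correction and leaving out FTO-knockdown replicates 4 and 5 were chosen after seeing the data.

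Lipid genes moved in both directions in the FTO-knockdown cells. Of 13 genes of fatty acid synthesis, 6 were lower and 3 were higher (6 and 4 when adjusted over the list alone), among them the regulator SREBF1 (log2 fold change -1.19) and the desaturase SCD (-0.63), both lower and both listed after Table S2 had been read. Of 23 genes of cholesterol synthesis, 7 were lower, among them TM7SF2 (-1.12), and 3 were higher, among them HMGCS1 (0.68) (7 and 3 when adjusted over the list alone). Of 16 luminal urothelial markers, 5 were lower, among them the receptor ERBB2 (-0.45), and 3 were higher, among them KRT20 (2.43), also listed after Table S2 had been read (5 and 3 when adjusted over the list alone). Of 12 basal urothelial markers, 5 were higher, among them EGFR (0.69), and 1, ITGB4 (-0.55), was lower (5 and 1 when adjusted over the list alone). CD44, one of the 5, stood at 212.0 and 259.1 CPM in replicates 4 and 5 and at 4.08 CPM in replicate 6. The lists did not pass in camera, with adjusted p of 0.17 for fatty acid synthesis, 0.305 for cholesterol synthesis, 0.602 for luminal and 0.106 for basal markers. These counts changed with single libraries. Without control replicate 1, 2 or 3 or knockdown replicate 4, 5 or 6, the fatty acid genes higher were 0, 1, 3, 1, 2 and 5 and those lower 2, 6, 4, 4, 4 and 6. In the same order, the cholesterol genes higher were 1, 1, 1, 1, 1 and 4 and those lower 6, 4, 2, 3, 5 and 6. Luminal markers lower were 3, 5, 3, 3, 3 and 6, and basal markers higher 3, 3, 2, 3, 4 and 5. With library totals alone, 4 fatty acid genes were higher and 3 lower, and 3 cholesterol genes were higher and 2 lower.

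Of 36 cell cycle genes, 8 were higher and 5 were lower, among them CDT1 (-0.78) and CCNB2 (-0.42) (8 and 5 when adjusted over the list alone), and the list did not pass (adjusted p = 0.814 from camera). Without control replicate 1, 2 or 3 or knockdown replicate 4, 5 or 6, those higher were 0, 2, 8, 1, 4 and 7 and those lower 5, 2, 2, 2, 4 and 5, and with library totals alone 11 were higher and 2 lower. MKI67, which encodes Ki-67, had a log2 fold change of 0.33 (adjusted p = 0.0368 from edgeR) in these cultured cells, and of -0.0030 after the length and GC correction. The paper reports less Ki-67 staining in xenograft tumors of FTO-knockdown cells, which are other samples. Of 21 genes of the unfolded protein response, 8 were higher, among them HSPA5 (0.39), listed after Table S2 had been read, and 2 were lower (8 and 2 when adjusted over the list alone; adjusted p = 0.103 from camera), and 5 were higher without knockdown replicate 4. Of 27 genes of glycolysis and hypoxia, 10 were higher, among them PFKFB3 (0.71), and 3 were lower, among them PFKL (-0.52) (10 and 3 when adjusted over the list alone; adjusted p = 0.0998 from camera). In the same order of libraries left out, those higher were 2, 4, 2, 5, 5 and 12 and those lower 2, 1, 2, 1, 3 and 2, and with library totals alone 15 were higher and 1 lower. Of 15 long noncoding RNAs, 8 were lower, among them GAS5 (-0.82), and 2 were higher, among them UCA1 (3.25), listed after Table S2 had been read (9 and 2 when adjusted over the list alone; adjusted p = 0.0998 from camera), and 1 was higher without control replicate 1, 2 or 3. Of 3 fibroblast markers tested, 2, COL1A1 (3.67) and COL5A1 (2.74), were higher (2 when adjusted over the list alone; adjusted p = 0.0748 from camera). Without the filter, 6 of 10 fibroblast markers were higher (median 3.42, adjusted p = 0.000326 from camera), and without knockdown replicate 6 it was 6 of 7 (median 6.86, adjusted p = 2.44e-17). It was 2, 0 and 2 of 7 without control replicate 1, 2 or 3 (adjusted p of 0.00605, 0.011 and 0.0164), and without replicates 4 and 5 the median was 0.832 (adjusted p = 0.145). Fewer than 3 leukocyte, endothelial and mitochondrial genes passed the filter, so these lists were not tested with it. Without the filter, 3 of 10 leukocyte markers were higher (median 2.27, adjusted p = 0.0101 from camera), and without knockdown replicate 6 it was 3 of 5 (median 8.51, adjusted p = 8.32e-12). Without control replicate 1, 2 or 3 the leukocyte list did not pass (adjusted p of 0.086, 0.135 and 0.205), and the endothelial list did not pass in any of these 5 fits (adjusted p from 0.493 to 0.657). Among leukocyte markers, the antigen presentation genes CD74 and HLA-DRA stood at 63.7 and 16.5 CPM in replicate 4, 77.1 and 25.3 CPM in replicate 5 and 0.076 and 0.152 CPM in replicate 6. PTPRC stood at 0.0738, 0 and 0 CPM. Among endothelial markers, CDH5 stood at 0, 0.0637 and 0 CPM.

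Of the other genes that the paper names, TPD52 (-0.32, adjusted p = 0.0164 from edgeR) was lower. AKT1 (0.26), ALKBH5 (0.20), GAPDH (-0.19), CDK6 (0.18) and SP1 (-0.14) did not pass, with adjusted p of 0.0546, 0.0847, 0.128, 0.203 and 0.21 from edgeR.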
